# KEAP1 retention in phase-separated p62 bodies drives liver damage under autophagy-deficient conditions

**DOI:** 10.1038/s44319-025-00483-9

**Published:** 2025-05-28

**Authors:** Shuhei Takada, Nozomi Shinomiya, Gaoxin Mao, Hikaru Tsuchiya, Tomoaki Koga, Satoko Komatsu-Hirota, Yu-shin Sou, Manabu Abe, Elena Ryzhii, Michitaka Suzuki, Mitsuyoshi Nakao, Satoshi Waguri, Hideaki Morishita, Masaaki Komatsu

**Keywords:** p62, KEAP1, NRF2, Liquid–Liquid Phase Separation, Stress Response, Autophagy & Cell Death, Molecular Biology of Disease, Organelles

## Abstract

Phase-separated p62 bodies activate NRF2, a key transcription factor for antioxidant response, by sequestering KEAP1, which targets NRF2 for degradation. Although p62 bodies containing KEAP1 are degraded by autophagy, they accumulate in various liver disorders. Their precise disease role remains unclear. We show that excessive KEAP1 retention in p62 bodies and NRF2 activation are major causes of liver damage when autophagy is impaired. In mice with weakened or blocked p62-KEAP1 interactions, KEAP1 retention and NRF2 activation under autophagy-deficient conditions were suppressed. Transcriptome and proteome analyses reveal that p62 mutants unable to bind KEAP1 normalize the expression of NRF2 targets induced by defective autophagy. Autophagy deficiency causes organelle accumulation, especially of the ER, regardless of p62 mutation. Liver damage and hepatomegaly resulting from autophagy suppression markedly improved in mice carrying p62 mutants, particularly those with blocked KEAP1 binding. These findings highlight excessive KEAP1 retention in p62 bodies and defective organelle turnover as key drivers of liver pathology, underscoring the significance of phase separation in vivo.

## Synopsis

Excessive sequestration of KEAP1 into phase-separated p62 bodies under conditions of impaired autophagy drives persistent NRF2 activation and severe liver injury in vivo.

- Genetically modified mice reveal that NRF2 activation under autophagy-deficient conditions depends on KEAP1 sequestration within phase-separated p62 bodies.
- The severity of liver pathology resulting from impaired autophagy is directly correlated with the strength of KEAP1–p62 interactions.
- Persistent NRF2 activation, coupled with defective autophagy—particularly failure of ER-phagy—drives severe hepatomegaly and hepatic injury.

## Abstract (web summary)

Excessive sequestration of KEAP1 into phase-separated p62 bodies under conditions of impaired autophagy drives persistent NRF2 activation and severe liver injury in vivo.

## Introduction

In cells, phase-separated droplets formed through ubiquitin chains serve as sites for protein degradation. Notable examples of these droplets include proteasome foci and p62 bodies. Proteasome foci rapidly form in the nucleus in response to high osmotic stress. Their formation is triggered by phase separation through multivalent interactions between polyubiquitinated proteins and the shuttle molecule RAD23B, with proteasomes and the ubiquitin-selective chaperone p97/VCP accumulating at these sites. Hyperosmotic stress induces nucleolar stress, resulting in orphan ribosomal proteins that are excluded from ribosome complexes and leak from the nucleolus into the nucleoplasm. Proteasome foci participate in degrading these ribosomal subunits (Yasuda et al, 2020). p62 bodies, on the other hand, are liquid droplets that form in the cytoplasm through multivalent interactions between polyubiquitinated proteins and the ubiquitin-binding protein p62. These p62 bodies, along with their client proteins (proteins contained within p62 bodies), are subsequently degraded by autophagy.

When proteins are denatured by oxidative stress, translation inhibition, or the presence of abnormal nascent peptide chains, they undergo ubiquitination. These ubiquitinated proteins then bind to p62, triggering liquid–liquid phase separation (Sun et al, 2018). Normally, p62 forms oligomers through its self-oligomerization Phox1 and Bem1p (PB1) domain, resulting in fibrillar p62 structures (preprint: Berkamp et al, 2024; Ciuffa et al, 2015; Jakobi et al, 2020). These p62 fibrils bind to ubiquitin chains, promoting liquid–liquid phase separation and the formation of liquid-like p62 bodies (Sun et al, 2018; Zaffagnini et al, 2018). When the Serine 405 residue in the ubiquitin-associated (UBA) domain of p62 is phosphorylated by Unc-51-like kinase 1 (ULK1), or the Serine 403 residue is phosphorylated by TANK-binding kinase 1 (TBK1) or Casein kinase 2 (CK2), p62’s binding affinity to ubiquitin chains is enhanced (Matsumoto et al, 2011; Pilli et al, 2012). The p62 body then matures by incorporating client proteins such as Kelch-like ECH-associated protein 1 (KEAP1) (Ikeda et al, 2023), Vault particles (Kurusu et al, 2023), and selective autophagy receptors like Next to BRCA1 gene 1 (NBR1) and Tax1-binding protein 1 (TAX1BP1) (Turco et al, 2021). The formation of an isolation membrane on the p62 body occurs when FAK family kinase-interacting protein of 200 kDa (FIP200), the most upstream factor in autophagosome formation, binds directly to p62 or to TAX1BP1 (Turco et al, 2019; Vargas et al, 2019). This membrane formation along p62 bodies continues as ATG8 family proteins localized on the isolation membrane bind to p62, NBR1, and TAX1BP1, and as wetting effects between the isolation membrane and p62 bodies reinforce the process (Agudo-Canalejo et al, 2021; Kageyama et al, 2021). Ultimately, p62 bodies containing a high concentration of ubiquitinated proteins are degraded via autophagy. Thus, p62 and its phase separation facilitate the efficient degradation of ubiquitinated proteins, thereby contributing to proteostasis.

Like many other cellular droplets, p62 bodies are not merely passive entities degraded by autophagy; they also have active functions. A key physiological function of p62 bodies is regulating the KEAP1-NF-E2 p45-related factor 2 (NRF2) pathway, a major oxidative stress response mechanism. NRF2 is a master transcription factor that induces the expression of genes encoding antioxidant proteins and detoxification enzymes. Under non-stress conditions, NRF2 binds to KEAP1, a substrate recognition adaptor of the Cullin 3 (CUL3)-type ubiquitin ligase, and is ubiquitinated and degraded by the 26S proteasome. When cells experience oxidative stress or electrophilic substances, specific cysteine residues on KEAP1 undergo oxidative modification, leading to the dissociation of KEAP1 from NRF2 or, alternatively, disruption of the KEAP1–CUL3 interaction. This stabilizes NRF2, allowing it to translocate to the nucleus and upregulate a series of NRF2 target genes (Yamamoto et al, 2018). In addition to this canonical pathway, p62 competitively inhibits KEAP1-NRF2 binding, activating NRF2 even in the absence of KEAP1 modification (Jain et al, 2010; Komatsu et al, 2010; Lau et al, 2010). This p62-mediated NRF2 activation is regulated by phase-separated p62 bodies. Normally, KEAP1 maintains equilibrium between the cytoplasm and p62 bodies. When the Serine 349 residue (Ser349) of p62 in phase-separated p62 bodies is phosphorylated by ULK1, the binding affinity between KEAP1 and p62 increases, leading to KEAP1 retention within the p62 body (Ichimura et al, 2013; Ikeda et al, 2023). Consequently, KEAP1-mediated ubiquitination of NRF2 in the cytoplasm is inhibited, resulting in NRF2 activation. Because the *Sequestosome 1* (*SQSTM1*) gene, encoding p62, is itself a target of NRF2 (Jain et al, 2010), it is thought that p62 bodies form in response to oxidative stress and that NRF2 activation is a logical outcome. In addition to *SQSTM1*, NRF2 targets include genes encoding proteasome subunits (Kwak et al, 2003) and autophagy-related proteins (Pajares et al, 2016). Thus, the stress response mechanism mediated by p62 bodies is thought to be regulated by a balance of gene expression, protein degradation, and post-translational modification of p62 bodies. Previous studies have reported impaired autophagic degradation of p62 bodies in multiple mouse models of non-alcoholic steatohepatitis (NASH)-derived hepatocellular carcinoma (HCC) (Inokuchi-Shimizu et al, 2014; Nakagawa et al, 2014; Umemura et al, 2016; Zhang et al, 2015). Structures known as Mallory-Denk bodies, which are positive for p62, KEAP1, and ubiquitin, have been observed in various liver disorders, including NASH and HCC (Ichimura et al, 2013; Inami et al, 2011; Stumptner et al, 2002). These findings suggest that abnormalities in the turnover and/or function of p62 bodies are involved in the development of human liver diseases.

In this study, we generated *p62* knock-in mice with reduced KEAP1 retention (*p62*^*S351A/S351A*^) or lacking KEAP1 (*p62*^*T352A/T352A*^) in p62 bodies and crossbred them with *Atg7*^*flox/flox*^;Alb-*Cre* mice, which exhibit severe liver damage, hepatomegaly, and abnormal activation of the NRF2 pathway mediated by p62 bodies (Komatsu et al, 2010). Due to *Atg7* deletion, both wild-type and mutant p62 accumulated, and p62 body formation was confirmed. In wild-type p62 bodies, high phosphorylation of p62 at Ser351 (equivalent to human Ser349) retained KEAP1, leading to NRF2 activation. In contrast, *p62*^*S351A/S351A*^ and *p62*^*T352A/T352A*^ bodies showed significantly reduced KEAP1 incorporation and suppressed NRF2 activation. Transcriptome and proteome analyses revealed NRF2 targets as a group prominently upregulated due to autophagy deficiency, which were normalized when KEAP1 was excluded from p62 bodies in mutant mice. Autophagy deficiency also caused organelle accumulation, particularly of the endoplasmic reticulum, independently of p62 mutations. The severe hepatomegaly and liver damage in *Atg7*^*flox/flox*^;Alb-*Cre* mice were ameliorated as KEAP1 sequestration in p62 bodies decreased. These findings suggest that persistent activation of the p62 body-mediated stress response, combined with defective autophagic organelle turnover, contributes to the pathogenesis of liver disorder.

## Results

### Loss of *Atg7* in mouse livers leads to the accumulation of p62 bodies

First, to determine whether the p62-positive structures observed in *Atg7*-deficient hepatocytes (Komatsu et al, 2007) are bona fide p62 bodies—liquid droplets rather than solid protein aggregates—we isolated primary hepatocytes from 5-week-old *Atg7*^*flox/flox*^ and *Atg7*^*flox/flox*^;Alb-*Cre* mice. Immunofluorescence analysis using a p62 antibody revealed a significant accumulation of round p62-positive structures upon *Atg7* ablation (Fig. EV1A). Electron microscopy further identified round fibrillar assemblies, characteristic of p62 bodies (preprint: Berkamp et al, 2024; Jakobi et al, 2020), along with aberrant organelles, accumulating in *Atg7*-deficient hepatocytes (Fig. EV1B). If these structures are indeed p62 bodies, they should be degraded by autophagy. To test this hypothesis, we introduced either wild-type ATG7 or an active-site mutant ATG7^C572S^ into *Atg7*-knockout hepatocytes using an adenoviral system. Expression of wild-type ATG7, but not the mutant, restored autophagy, as evidenced by LC3-I to LC3-II conversion (Kabeya et al, 2000) (Fig. EV1C). Furthermore, p62 protein levels and its phosphorylated form (p-S351)—hallmark of p62 bodies (Ikeda et al, 2023)—progressively decreased over time upon wild-type ATG7 expression, while remaining unchanged in ATG7^C572S^-expressing cells (Fig. EV1C). Likewise, the expression of wild-type ATG7, but not ATG7^C572S^ significantly reduced KEAP1, a client protein of p62 bodies (Fig. EV1C). Immunofluorescence analysis further confirmed that the number and the size of p62-positive structures decreased following wild-type ATG7 expression, whereas ATG7^C572S^ had no effect (Fig. EV1D). Taken together, these findings demonstrate that the p62-positive structures accumulating in *Atg7*-deficient hepatocytes are bona fide autophagy-degradable p62 bodies.

**Figure EV1:**
Accumulation of p62 bodies in *Atg7*-deficient hepatocytes. (**A**) Immunofluorescence microscopy. Primary cultured hepatocytes isolated from 5-week-old *Atg7*^*flox/flox*^ and *Atg7*^*flox/flox*^;Alb-*Cre* mice were immunostained with anti-p62 antibody. Scale bars: 10 μm. (**B**) Electron microscopy. Representative electron micrographs of cytoplasmic regions in primary cultured hepatocytes from 5-week-old *Atg7*^*flox/flox*^;Alb-*Cre* mice. Boxed region is displayed at higher magnification. Typical p62 bodies, along with concentric membranous structures associated with the endoplasmic reticulum (ER), accumulated in *Atg7*-deficient hepatocytes. Arrow indicates the concentric membranous structure, while arrowheads indicate p62 bodies. Scale bars: 5 μm; 500 nm. (**C**) Immunoblot analysis. Wild-type ATG7 or the active-site mutant ATG7^C572S^ was introduced into *Atg7*-knockout primary cultured hepatocytes (isolated from 5-week-old *Atg7*^*flox/flox*^;Alb-*Cre* mice) using an adenoviral system. Cell lysates were collected at the indicated time points after infection and subjected to immunoblot analysis with the specified antibodies. The bar graphs present the quantitative densitometric analysis of p62, Ser351-phosphorylated p62, and KEAP1, normalized to GAPDH (*n* = 3). Data are presented as means ± s.e. Statistical analysis was performed using a one-way ANOVA followed by Tukey’s test. (**D**) Immunofluorescence microscopy. Wild-type ATG7 or the active-site mutant ATG7^C572S^ was introduced into *Atg7*-knockout primary cultured hepatocytes (isolated from 5-week-old *Atg7*^*flox/flox*^;Alb-*Cre* mice) using an adenoviral system. Immunostaining was performed at the indicated time points after infection with a p62 antibody. The size and number of p62 bodies per cell were quantified (*n* = 500 cells). Horizontal bars indicate medians, boxes represent the interquartile range (25th–75th percentiles), and whiskers extend to 1.5× the interquartile range; individual outliers are shown as points. Statistical analysis was performed using Welch’s *t* test. Scale bars: 10 μm (main panels), 1 μm (inset panels). Scale bars: 10 μm. Source data are available online for this figure.

### KEAP1 is sequestered into p62 bodies based on its binding affinity to p62 in vivo

To investigate the physiological significance of KEAP1 sequestration in p62 bodies within the liver, we developed *p62* knock-in mice with diminished KEAP1 binding (*p62*^*S351A/S351A*^) or entirely lacking KEAP1 retention (*p62*^*T352A/T352A*^), in p62 bodies (Komatsu et al, 2010). These knock-in mice were then crossbred with *Atg7*^*flox/flox*^;Alb-*Cre* mice, which exhibit severe liver damage, hepatomegaly, and dysregulated activation of the NRF2 pathway mediated by p62 bodies (Komatsu et al, 2010). This approach allowed us to assess the role of altered KEAP1-p62 interactions in the context of liver pathology. As shown in Fig. 1A,B, double immunofluorescence analysis with p62 and KEAP1 antibodies revealed that p62 bodies formed in the hepatocytes of *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*S351A/S351A*^ and *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*T352A/T352A*^ mice, similar to those in *Atg7*^*flox/flox*^;Alb-*Cre* mice. However, both the size and number of p62 bodies in hepatocytes with the p62 mutant background tended to decrease compared to those with the wild-type p62 background (Fig. 1A,B). In autophagy-competent hepatocytes of *Atg7*^*flox/flox*^, *Atg7*^*flox/flox*^;*p62*^*S351A/S351A*^, and *Atg7*^*flox/flox*^;*p62*^*T352A/T352A*^ mice, p62 bodies were rarely observed (Fig. 1A,B). The signal intensity of KEAP1 in p62 bodies in the hepatocytes of *Atg7*^*flox/flox*^;Alb-*Cre* mice was significantly higher than that of *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*S351A/S351A*^ or *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*T352A/T352A*^ mice (Fig. 1A,B). While KEAP1 was still retained in p62 bodies within *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*S351A/S351A*^ hepatocytes (Fig. 1A), it was nearly absent from p62 bodies in *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*T352A/T352A*^ hepatocytes (Fig. 1B). This approach enabled us to establish three distinct mouse lines: one accumulating p62 bodies that sequester KEAP1 (*Atg7*^*flox/flox*^;Alb-*Cre*: referred to as *Atg7*-KO), another with reduced KEAP1 retention in p62 bodies (*Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*S351A/S351A*^: referred to as *Atg7*-KO;*p62*^*S351A*^), and a third accumulating p62 bodies with minimal KEAP1 retention (*Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*T352A/T352A*^: referred to as *Atg7*-KO;*p62*^*T352A*^) (Fig. 1C). We also simply refer to *Atg7*^*flox/flox*^ as cont., *Atg7*^*flox/flox*^;*p62*^*S351A/S351A*^ as *p62*^*S351A*^, and *Atg7*^*flox/flox*^;*p62*^*T352A/T352A*^ as *p62*^*T352A*^.

**Figure 1:**
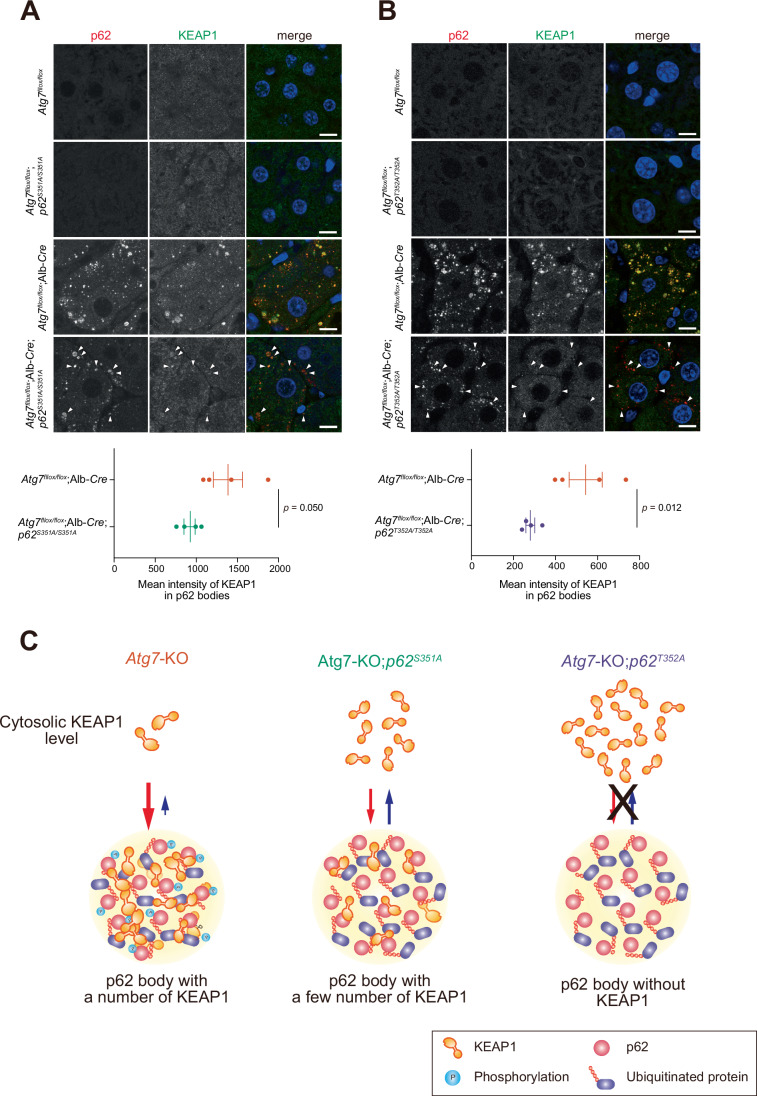
KEAP1 dynamics in *Atg7*-deficient hepatocytes with different *p62* mutations. (**A**, **B**) Immunohistofluorescence analysis. Liver sections from *Atg7*^*flox/flox*^, *Atg7*^*flox/flox*^;*p62*^*S351A/S351A*^, *Atg7*^*flox/flox*^;Alb-*Cre*, and *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*S351A/S351A*^ mice (**A**) and from *Atg7*^*flox/flox*^, *Atg7*^*flox/flox*^;*p62*^*T352A/T352A*^, *Atg7*^*flox/flox*^;Alb-*Cre*, and *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*T352A/T352A*^ mice (**B**) at 3 month-old were immunostained with anti-p62 (left panels) and anti-KEAP1 (middle panels) antibodies. The right panels show the merged images of p62 (red) and KEAP1 (green). Arrowheads indicate examples of p62 bodies. Bars: 10 μm. The graph shows the mean intensity of KEAP1 in p62 bodies in the livers of each genotype (*n* = 4) mice. Vertical bars are means ± s.e. Statistical analysis was performed by Welch’s *t* test. (**C**) Schematic diagram of KEAP1 retention within p62 bodies in three mouse lines: *Atg7*^*flox/flox*^;Alb-*Cre* (*Atg7*-KO), *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*S351A/S351A*^ (*Atg7*-KO;*p62*^*S351A*^) and *Atg7*^*flox/flox*^;Alb-*Cre*;*p62*^*T352A/T352A*^ (*Atg7*-KO;*p62*^*T352A*^) mice. Source data are available online for this figure.

In the *Atg7*-KO background, ATG7 and LC3-II were nearly undetectable regardless of the presence or absence of the p62 mutation (Fig. 2A,B), indicating a blockade of autophagy. Ubiquitinated proteins significantly accumulated in the livers of *Atg7*-KO mice, and substitution of wild-type p62 with KEAP1-interaction-deficient mutants had little effect on this accumulation (Fig. 2A,B). Loss of *Atg7* resulted in increased levels of both KEAP1 protein and p62 protein, including the Ser351-phosphorylated form (Fig. 2A,B). While this increase in KEAP1 was reversed by replacing wild-type p62 with p62^T352A^ (Fig. 2B), it persisted when replaced with p62^S351A^ (Fig. 2A). Neither p62^S351A^ nor p62^T352A^ was recognized by the Ser351-phosphorylated p62 antibody. These results suggest that autophagy degrades KEAP1 incorporated into p62 bodies rather than cytosolic KEAP1. Indeed, KEAP1 protein levels in *p62* knockout Huh-1 cells decreased when wild-type p62, p62^S349E^ (equivalent to mouse p62^S351E^), or p62^S349A^ (equivalent to mouse p62^S351A^) were expressed (Fig. EV2A). This decrease was not observed with p62^T350A^ (equivalent to mouse p62^T352A^) expression (Fig. EV2A). Ablation of FIP200 abolished the effects of wild-type p62, p62^S349E^ and p62^S349A^ (Fig. EV2B). Wild-type p62 and all p62 mutants formed p62 bodies; however, only those composed of the p62^T350A^ mutant failed to recruit KEAP1, irrespective of the cellular background—whether in *p62* knockout or *FIP200 p62* double knockout cells (Fig. EV2C,D). Thus, we concluded that KEAP1 translocation into p62 bodies is required for its autophagic degradation.

**Figure 2:**
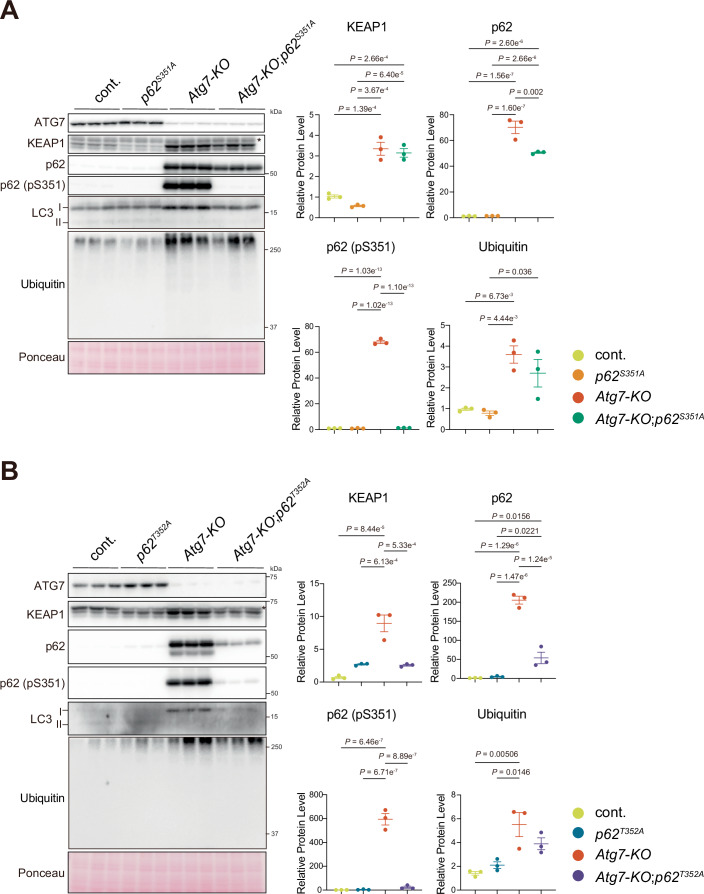
KEAP1 levels in *Atg7*-deficient hepatocytes with different *p62* mutations. (**A**, **B**) Immunoblot analysis. Livers from cont., *p62*^*S351A*^, *Atg7*-KO, and *Atg7*-KO;*p62*^*S351A*^ mice (**A**) and from cont., *p62*^*T352A*^, *Atg7*-KO, and *Atg7*-KO;*p62*^*T352A*^ mice (**B**) at 3 month-old were separated into nuclear and cytoplasmic fractions. The cytoplasmic fraction was subjected to SDS-PAGE and analysed by immunoblotting with the indicated antibodies. Cont., in which ATG7 is efficiently expressed at similar level of the wild-type mice were used as control. Graph shows the results of quantitative densitometric analysis of ubiquitinated proteins, KEAP1, p62 and Ser351-phosphorylated p62 relative to the whole protein content estimated using Ponceau-S staining (*n* = 3). Data are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. Asterisks indicate non-specific bands, as they did not increase in the *Atg7* knockout background. Source data are available online for this figure.

**Figure EV2:**
KEAP1 protein level in cells expressing p62 mutants. (**A**, **B**) Immunoblot analysis. Wild-type p62 and indicated p62 mutants were introduced into *p62*-knockout (**A**) or *p62* and *FIP200*-double knockout (**B**) Huh-1 cells, and the cell lysates were subjected to immunoblot analysis with indicated antibodies. Bar graph shows the results of quantitative densitometric analysis of KEAP1 relative to the whole protein content estimated using Ponceau-S staining (*n* = 3). Data are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. (**C**) Immunofluorescence microscopy. Huh-1 cells indicated in (**A**) were immunostained with the indicated antibodies. Scale bars, 10 μm (main panels). The graph shows the mean intensity of KEAP1 in p62 bodies comprising of wild-type p62 (*n* = 2469), p62^S349E^ (*n* = 1057), p62^S349A^ (*n* = 2992), or p62^T350A^ (*n* = 2033). Data are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. (**D**) Immunofluorescence microscopy. Huh-1 cells indicated in (**B**) were immunostained with the indicated antibodies. Scale bars, 10 μm (main panels). The graph shows the mean intensity of KEAP1 in p62 bodies comprising of wild-type p62 (*n* = 2892), p62^S349E^ (*n* = 2611), p62^S349A^ (*n* = 5191), or p62^T350A^ (*n* = 3522). Data are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. Source data are available online for this figure.

### NRF2 activation depends on the binding affinity of KEAP1 to p62 in vivo

As previously reported by us and others (Inami et al, 2011; Komatsu et al, 2010; Ni et al, 2014; Takamura et al, 2011), suppression of autophagy in mouse livers is associated with the induction of numerous NRF2 target genes. This induction has also been shown to be reversed by the simultaneous ablation of *Sqstm1*, which encodes the p62 protein, or *Nrf2*. To investigate whether KEAP1 retention in p62 bodies contributes to p62-dependent NRF2 activation, we performed mRNA-seq analysis on livers from the following mouse genotypes: cont., *Atg7*-KO, *p62*^*S351A*^, *Atg7*-KO;*p62*^*S351A*^, *p62*^*T352A*^, and *Atg7*-KO;*p62*^*T352A*^. 

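Liver RNA of 3 cont. (*Atg7* flox/flox), 3 *Atg7*-KO (*Atg7* flox/flox;Alb-*Cre*) and 3 *Atg7*-KO;*p62* T352A mice at 3 months of age was analyzed. Alb-*Cre* deletes *Atg7* in hepatocytes, and the T352A exchange is carried by the endogenous p62 gene, *Sqstm1*. The deposited table has 1 column per mouse for these 3 genotypes. A set of 3 *p62* T352A mice has sample labels but no column of its own in this table, and they were not analysed here, nor were the mice of the *p62* S351A series. The paper's methods name TRIzol for the extraction of RNA, whereas the sample labels name a column-based kit (RNeasy). Poly(A) RNA was sequenced by the authors as 75-bp single-end reads, mapped to mm10 with STAR and quantified with RSEM, and the table holds RSEM expected counts per gene without scaling for library size. These were rounded to whole numbers. The total was between 9671073 and 23285134 counts in cont. mice, with a median of 11108107. It was between 16157275 and 18480541 in *Atg7*-KO mice (median 17769556) and between 16133626 and 17357183 in *Atg7*-KO;*p62* T352A mice (median 16407812). The table lists 24411 genes by symbol, of which 24055 were matched to a transcript of the GENCODE annotation of GRCm38 (mm10), 679 of them through a synonym. After edgeR's filter on low counts, 13922 genes were tested. The 20 genes with the most counts took 19.7% to 27.7% of the counts of a cont. mouse, 12.7% to 13.4% in *Atg7*-KO and 21.8% to 25.0% in *Atg7*-KO;*p62* T352A mice. Replicates differed by more than counting noise: the chi-square per degree of freedom between mice of one genotype was between 13.3 (2 *Atg7*-KO mice) and 305 (cont. mice 1 and 3). Mice carry the numbers 1, 2 and 3 in each genotype. The X-inactivation transcript *Xist* (on chromosome X from 103460366 to 103483254) had 7 to 28 counts in the mice numbered 1 and 8578 to 18335 in the other 6. The Y-linked *Ddx3y* had 962 to 1190 counts in the mice numbered 1 and 9 to 250 in the other 6. This is the pattern of males for the mice numbered 1 and of females for the others, apart from the Y-linked counts of the latter. The paper's text does not name their sex. For 1996 genes that the source data of Fig. 3E list with the authors' normalized values, the median ratio of those values to the counts divided by DESeq2's size factors was 1, and 98.8% of genes lay within 1% of it.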

As shown in Fig. 3A, the transcriptome profile of *Atg7*-KO;*p62*^*S351A*^ was distinct from that of *Atg7*-KO and relatively similar to that of cont. In contrast, the transcriptome profile of *Atg7*-KO;*p62*^*T352A*^ was more similar to that of cont. 

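Similarity was measured on log2 CPM (library-scaled counts; edgeR's TMM normalization, prior count 2). The Euclidean distance of the *Atg7*-KO;*p62* T352A mean was 84.2 to the cont. mean and 162 to the *Atg7*-KO mean, a ratio of 0.519. Taken singly, *Atg7*-KO;*p62* T352A mice 1, 2 and 3 were nearer to the cont. mean than to the *Atg7*-KO mean by ratios of 0.534, 0.546 and 0.621. Over the 20 relabellings of the cont. and *Atg7*-KO mice, a two-sided exact permutation test of the difference of the 2 distances gave p = 0.1, the smallest that 3 mice against 3 allow. The alternative that moved the ratio most left out cont. mouse 3 and gave 0.584. Without cont. mouse 1 the exact permutation test gave p = 0.400. Spearman correlations across genes, which are not independent replicates, had a median of 0.949 over the 9 pairs of an *Atg7*-KO;*p62* T352A and a cont. mouse (from 0.907 to 0.957) and of 0.864 over the 9 pairs of an *Atg7*-KO;*p62* T352A and an *Atg7*-KO mouse (from 0.844 to 0.871). Within a genotype they were between 0.990 and 0.994 for *Atg7*-KO, between 0.973 and 0.982 for *Atg7*-KO;*p62* T352A and between 0.907 and 0.979 for cont. mice, so that the range of cont. mice among themselves overlapped that of cont. against *Atg7*-KO;*p62* T352A mice. Over the 9 pairs of a cont. and an *Atg7*-KO mouse the correlations were between 0.829 and 0.910, with a median of 0.842. The highest, that of cont. mouse 1 and *Atg7*-KO mouse 1, also reached into the range of cont. mice among themselves. In a PCA centred per gene, the first component held 62.1% of the variance, the next 15.6% and the third 10.9%. On the first component, *Atg7*-KO mice scored 102 to 105, *Atg7*-KO;*p62* T352A mice -62.4 to -46.8 and cont. mice -66.9 to -15.3. Component 2 set cont. mouse 1 (score 94.5) apart from the remaining mice, which scored between -48.9 and 16.1. The text of the paper does not state how its PCA was centred. With mice centred and genes as observations, the first component held 91.2%.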

(Fig. 3B). We next analyzed differentially expressed genes (DEGs) among cont., *Atg7*-KO, and *Atg7*-KO;*p62*^*S351A*^. DEGs in Group 1 and Group 2 showed drastic changes due to *Atg7*-deficiency and a partial recovery with the p62^S351A^ mutation (Fig. 3C). Group 1 genes were associated with amino acid metabolism, lipid metabolism, and oxidation. Group 2 genes were linked to the NRF2 pathway and glutathione metabolism (Fig. 3D). Similarly, we analyzed DEGs among cont., *Atg7*-KO, and *Atg7*-KO;*p62*^*T352A*^. 

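DEGs were called with edgeR's quasi-likelihood test at the thresholds of the legend of Fig. 3 (Benjamini-Hochberg FDR under 0.05 and fold change over 1.5). The paper's text does not state whether an overall or a pairwise test was used among the 3 genotypes. With an F test across the 3 genotypes, 7901 genes were DEGs. Between *Atg7*-KO and cont., 6080 genes were called, 3006 higher and 3074 lower in *Atg7*-KO. Between *Atg7*-KO;*p62* T352A and *Atg7*-KO, 7095 were called, 3443 higher and 3652 lower in *Atg7*-KO;*p62* T352A. The number between *Atg7*-KO;*p62* T352A and cont. was 1613, with 870 higher and 743 lower in *Atg7*-KO;*p62* T352A. The 3 genotypes share 1 estimate of the spread, so the *Atg7*-KO mice bear on this contrast too. Without *Atg7*-KO mouse 1, 2 or 3 it gave 781, 750 or 751 genes. Deviations from the genotype mean correlated with a mean of 0.146 over the 9 pairs of same-numbered mice and of -0.0705 over the 18 other pairs across genotypes, so the fit was repeated with the mouse number as a replicate block. With this block the F test gave 7407 DEGs, and the pairwise contrasts in the same order gave 5753, 6994 and 988, of which 945 were also among the 1613. The alternative that moved this number most was edgeR's glmTreat test against a fold change of 1.5, with 5655 DEGs. It counts genes called in any of the 3 pairwise contrasts and is not an F test across the genotypes. No covariate for sex was fitted, but the replicate block also parts the mice numbered 1 from the others. The mice numbered 2 and 3, which share high *Xist* counts, were also fitted alone, a setting chosen after seeing the data, and gave 7649, 7575 and 2975 DEGs in the 3 contrasts. The mice numbered 1 are single in each genotype and could not be fitted alone. Upper-quartile normalization moved the median log2 fold change of all genes between *Atg7*-KO;*p62* T352A and *Atg7*-KO from 0.0021 to -0.13, with 2897 genes called higher and 4141 lower. Between *Atg7*-KO and cont. it moved the median from -0.032 to 0.082, with 3366 higher and 2581 lower. *Atg7* (on chromosome 6 from 114643097 to 114860614) had 48.7 ± 5.94 normalized CPM (SD, n = 3) in cont., 10.6 ± 1.27 in *Atg7*-KO and 28.9 ± 1.28 in *Atg7*-KO;*p62* T352A mice. Its log2 fold change in *Atg7*-KO was -2.20 (standard error 0.17, adjusted p = 2.55e-05). In *Atg7*-KO;*p62* T352A mice it was -0.75 against cont. (standard error 0.16, adjusted p = 0.0206), which 3 of the 9 fits without 1 mouse did not call. The largest rises in *Atg7*-KO by the rule set beforehand were those of *AI314278*, *Gm10639* and *Tekt5*. No cont. mouse had a count of *AI314278* (on chromosome 7 from 89426306 to 89441928), and the *Atg7*-KO mice had 190 to 291 counts, at least 32.4-fold higher than the floor of 3 counts. *Gm10639* (on chromosome 9 from 78289923 to 78305525), 36.2% of whose 75-base stretches occur in other genes such as *Gsta2*, was at least 29.4-fold higher. *Tekt5* (on chromosome 16 from 10357948 to 10395490) was at least 398-fold higher, with 131 ± 22.3 CPM in *Atg7*-KO mice. The largest falls were those of *Mup12*, *Hamp2* and *4930404H11Rik*. *Mup12* (on chromosome 4 from 60737383 to 60741326), which shares 80.3% of its stretches with other genes of its family, fell by 6.78 on the log2 scale (standard error 1.34, adjusted p = 0.00305), from 1709 ± 1646 CPM in cont. mice. *Hamp2* (on chromosome 7 from 30922372 to 30924681) fell by 6.68 (standard error 1.31, adjusted p = 0.00303), from 1577 ± 2006 CPM. *4930404H11Rik* (on chromosome 12 from 71488285 to 71556133), with at most 3 counts in *Atg7*-KO mice, was at least 66.4-fold lower.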

DEGs in Group 4 and Group 6 showed drastic changes due to *Atg7*-deficiency and a complete recovery with the p62^T352A^ mutation (Fig. 3E). 

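Of the 6080 genes called between *Atg7*-KO and cont., 5363 (88.2%) were not called between *Atg7*-KO;*p62* T352A and cont. A further 487 (8.01%) were still called in the same direction, 330 higher and 157 lower, and 230 (3.78%) were called in the opposite direction. Between *Atg7*-KO;*p62* T352A and *Atg7*-KO, 4776 of them (78.6%) were called in the reverse direction. The median recovery, 100% less the ratio of the log2 fold change in *Atg7*-KO;*p62* T352A to that in *Atg7*-KO, was 89.1% (interquartile range 63.6% to 116%). It was 84.2% for the genes that rose and 93.1% for those that fell, and 92.2% ± 6.49 (SD, n = 3) over the *Atg7*-KO;*p62* T352A mice taken singly. With the mouse number as a replicate block (same-numbered pairs correlated with a mean of 0.146), 5.58% of the *Atg7*-KO DEGs were still called in the same direction and the median recovery was 90.7%. The alternative that moved the share still called most was the fit of the mice numbered 2 and 3 alone, chosen after seeing the data, with 20.8% and a median recovery of 77.6%. K-means clustering of the DEGs of the F test into 3 groups, on z-scores of normalized CPM, gave a group of 2160 genes that fell in *Atg7*-KO, one of 3795 that rose, and the third of 1946. The group named as the one that fell is that with the lowest mean z-score in *Atg7*-KO. The third group fell further against cont., with a median log2 fold change of -1.41 against -0.68. The mean z-score of the group that fell was -0.12 ± 0.15 (SD, n = 3) in cont., -0.89 ± 0.033 in *Atg7*-KO and 1.00 ± 0.087 in *Atg7*-KO;*p62* T352A mice. Of its genes, 584 were called higher in *Atg7*-KO;*p62* T352A than in cont. mice. Exact permutation tests between 2 genotypes within a group gave p values of 0.1 or 0.2, but the groups were formed from the values of the same 9 mice, so these tests carry no weight. For the group that rose, the means were -0.49 ± 0.17, 1.13 ± 0.074 and -0.64 ± 0.052 in the same order. Of this group, 286 genes were called higher and 481 lower in *Atg7*-KO;*p62* T352A than in cont. mice. The third group was lower in *Atg7*-KO (-0.86 ± 0.025) than in cont. mice (0.80 ± 0.64), with *Atg7*-KO;*p62* T352A mice between them (0.065 ± 0.16). The alternative that moved the group that fell most, clustering only the genes listed in the source data of Fig. 3E, was chosen after seeing the data and left 246 genes in it. The groups that the source data of Fig. 3E list were also taken one by one. Of 704 tested genes of Group 4, 232 were called between *Atg7*-KO;*p62* T352A and cont., 221 of them higher in *Atg7*-KO;*p62* T352A. The median log2 fold change of Group 4 was -1.38 in *Atg7*-KO and 0.47 in *Atg7*-KO;*p62* T352A mice, both against cont. Of 1180 tested genes of Group 6, 202 (17.1%) were called, 142 higher and 60 lower, with medians of 2.48 and 0.19. The largest rises between *Atg7*-KO;*p62* T352A and cont. by the rule set beforehand were those of *Gm11715*, *Slc1a1* and *Gldn*. *Gm11715* (on chromosome 11 from 107157408 to 107167150) had no count in cont. and *Atg7*-KO mice and was at least 10.6-fold higher in *Atg7*-KO;*p62* T352A mice. *Slc1a1* (on chromosome 19 from 28835049 to 28913960) was at least 73.7-fold higher in *Atg7*-KO;*p62* T352A and at least 316-fold higher in *Atg7*-KO than in cont. mice. *Gldn* (on chromosome 9 from 54286486 to 54341786) was at least 33.5-fold higher in *Atg7*-KO;*p62* T352A mice. The largest falls were those of *Gm12669*, *H2-Q8* and *Akr1b3*, which had no count in any *Atg7*-KO;*p62* T352A mouse. *Gm12669* (on chromosome 4 from 91805547 to 91806555) was at least 128-fold lower than in cont. mice. It shares 66.0% of its 75-base stretches with *Glrx3*. *H2-Q8*, for which the annotation gives no position, was at least 27.5-fold lower, and *Akr1b3* (on chromosome 6 from 34302434 to 34317478) at least 13.3-fold lower.

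**Figure D1:**
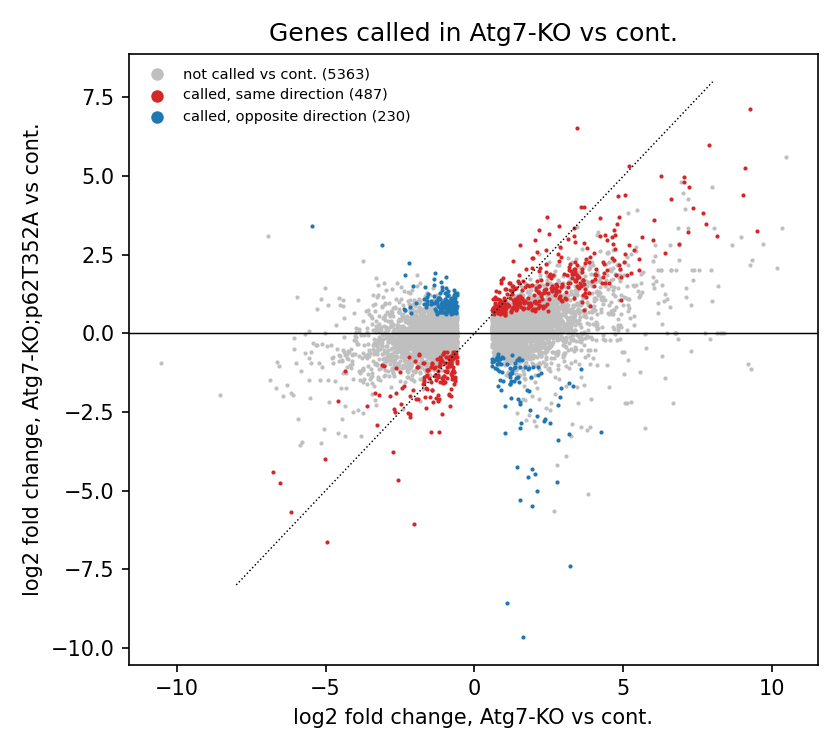
Each point is 1 of the 6080 genes called between *Atg7*-KO and cont., with its log2 fold change in *Atg7*-KO on the x axis and in *Atg7*-KO;*p62* T352A on the y axis, both against cont., and the dotted line marks equal change. The 5363 genes not called in *Atg7*-KO;*p62* T352A spread around 0 on the y axis, while 487 were called in the same and 230 in the opposite direction.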

Group 4 genes were related to oxidative phosphorylation, non-alcoholic fatty liver disease, and mitochondrial functions. 

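The WikiPathways sets of Fig. 3F were not used here. In their place stood a list of 80 nuclear-encoded subunits of respiratory complexes I to V, compiled by symbol pattern before the data were examined, and 42 of them (52.5%) were called lower in *Atg7*-KO than in cont. mice. Among the other tested genes the share was 21.9% (two-sided Fisher's exact test, p = 2.45e-09, 3.27e-09 after Benjamini-Hochberg adjustment over 4 list tests). Adjusted over the list alone, 42 were called. With the replicate block (mean correlation of same-numbered mice 0.146), 39 were called lower (Fisher's exact test, p = 5.87e-09). The test that moved the result most was limma's camera, which sets the list against all other genes. It was run with the correlation between genes estimated from the data, a setting chosen after seeing them. With the estimated correlation of 0.456, the list was not lower than other genes at the 0.05 level (p = 0.281). With camera's preset correlation of 0.01 it was (p = 7.68e-08). The fewest calls came from glmTreat, with 20 genes. The median log2 fold change of the list was -0.68 in *Atg7*-KO against cont. and 1.05 in *Atg7*-KO;*p62* T352A against *Atg7*-KO. Against cont. it was 0.29 in *Atg7*-KO;*p62* T352A mice, and it turned to -0.088 with an offset for transcript length and the replicate block, a setting also chosen after seeing the data. In the k-means clustering, 47 of the 80 genes fell into the group that fell in *Atg7*-KO. The lowest log2 fold changes of the list in *Atg7*-KO were those of *Atp5sl* (on chromosome 7 from 25619414 to 25625551) at -2.36 (standard error 0.49, adjusted p = 0.00386) and *Uqcrq* (on chromosome 11 from 53427922 to 53430831) at -1.47 (standard error 0.20, adjusted p = 4.91e-04). *Atp5sl* matched the symbol pattern but does not encode a subunit of complex V. *Uqcrq* had 579.5 ± 97.7 normalized CPM (SD, n = 3) in cont., 209 ± 26.4 in *Atg7*-KO and 1097 ± 112 in *Atg7*-KO;*p62* T352A mice. The highest values were not called: 0.52 for *Cox7a2l* (adjusted p = 0.284), which shares 13.4% of its stretches with another gene, and 0.26 for *Ndufs5* (adjusted p = 0.661), which shares 24.1%. *Ndufs5* turned negative when cont. mouse 2 or 3 was left out.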

Group 6 genes were associated with the NRF2 pathway and the phagocytosis pathway (Fig. 3F).

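A list of 44 NRF2 targets and one of 33 genes of microglial pathogen recognition and phagocytosis, compiled before the data were examined, took the place of the sets of Fig. 3F. Of the NRF2 list, 38 genes (86.4%) were called higher in *Atg7*-KO than in cont. mice, against 21.4% of the other tested genes (two-sided Fisher's exact test, p = 7.30e-20, 2.92e-19 adjusted over the 4 list tests). The count was 39 when adjusted over the list alone and 39 with the replicate block (mean correlation of same-numbered mice 0.146). It ranged from 35 with glmTreat to 40 without cont. mouse 1. Of the phagocytosis list, 30 genes could be tested. Of these, 25 (83.3%) were called higher (two-sided Fisher's exact test, p = 9.46e-13, 1.89e-12 adjusted). The count was 28 when adjusted over the list alone and 26 with the block. Fisher's exact test treats genes as independent. By camera with the correlation between genes estimated, chosen after seeing the data, both lists were still higher than other genes. Camera gave p = 0.00356 for the NRF2 list (correlation 0.141) and p = 0.0163 for the phagocytosis list (correlation 0.208). In the k-means clustering, 40 genes of the NRF2 list and 28 of the phagocytosis list were in the group that rose in *Atg7*-KO (Fisher's exact test, p = 9.03e-19 and p = 3.45e-14). *Nqo1* (on chromosome 8 from 107388225 to 107403206) had 8.61 ± 3.14 normalized CPM (SD, n = 3) in cont. and 214 ± 37.3 in *Atg7*-KO mice, a log2 fold change of 4.65 (standard error 0.32, adjusted p = 1.57e-05). *Pgd* (on chromosome 4 from 149149991 to 149166771) rose from 37.8 ± 6.17 to 437 ± 16.1 CPM, by 3.53 on the log2 scale (standard error 0.21, adjusted p = 1.28e-05). For *Ugdh* (on chromosome 5 from 65413221 to 65435949) the change was 2.31 (standard error 0.33, adjusted p = 5.24e-04), from 137 ± 56.0 to 679.6 ± 45.8 CPM. For *Gclc* (on chromosome 9 from 77754535 to 77794485) it was 2.17 (standard error 0.34, adjusted p = 9.15e-04), from 323 ± 130.0 to 1459.9 ± 65.1 CPM. *Gstm1* (on chromosome 3 from 108012255 to 108017973) changed by 2.30 (standard error 0.27, adjusted p = 1.98e-04), and 14.8% of its stretches occur in other genes. *Sqstm1* rose by 1.24 (standard error 0.22, adjusted p = 0.00189), from 387 ± 103 to 914 ± 44.2 CPM. These 6 genes were called in all alternatives that tested them. The largest rises in the NRF2 list were those of *Gpx2* (on chromosome 12 from 76792333 to 76795554), at least 323-fold higher, and *Slc7a11* (on chromosome 3 from 49892526 to 50443614), at 9.19 (standard error 0.59, adjusted p = 1.40e-05). Of *Gpx2*, 3.23% of stretches occur in a pseudogene. The lowest log2 fold changes, -0.44 for *Gstm6* and -0.41 for *Gstp1*, were not called (adjusted p = 0.129 and adjusted p = 0.612). Both share sequence with relatives, 5.34% and 57.7% of their stretches, and *Gstp1* turned positive without cont. mouse 1 (0.40) and with the block combined with a length or GC offset, settings chosen after seeing the data. In the phagocytosis list, *Trem2* (on chromosome 17 from 48346401 to 48354147) rose most, by 4.77 (standard error 0.36, adjusted p = 2.42e-05), followed by *Cybb* (on chromosome X from 9435252 to 9487771) with 3.24 (standard error 0.27, adjusted p = 3.82e-05). The smallest changes, 0.21 for *Vav2* and 0.88 for *Siglech*, were not called (adjusted p = 0.510 and adjusted p = 0.223).

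**Figure D2:**
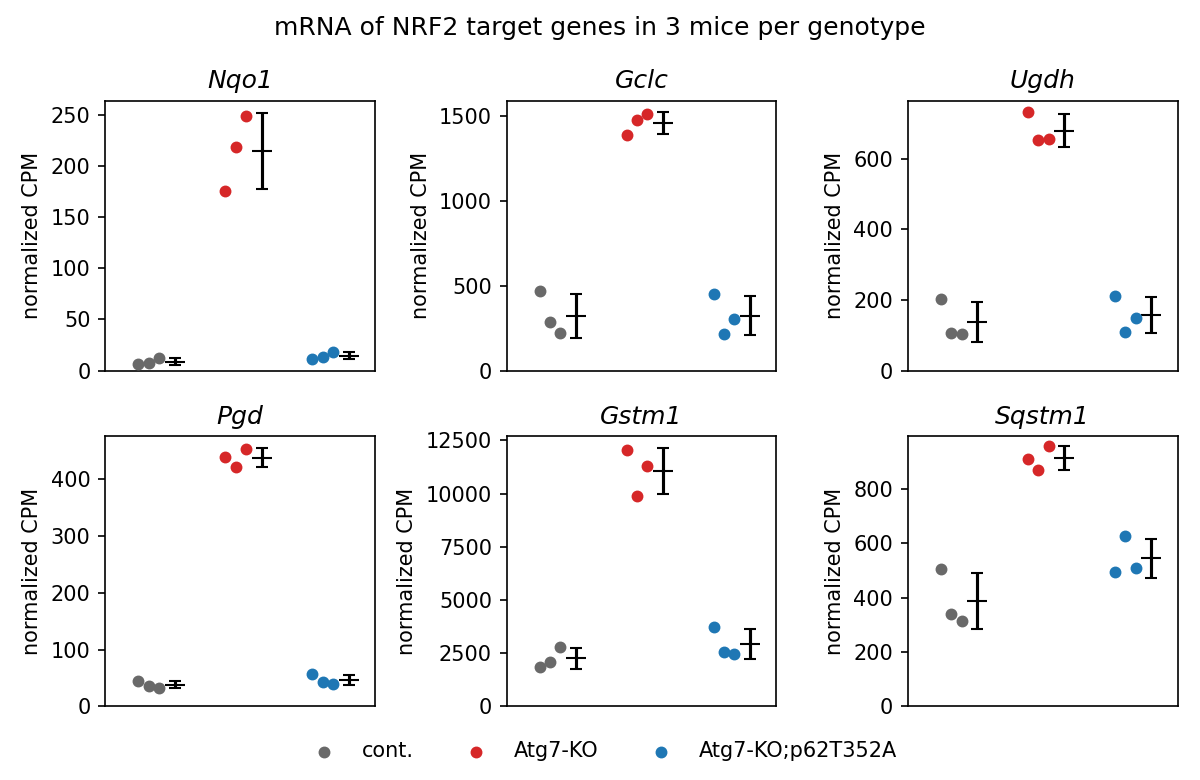
Normalized CPM of *Nqo1*, *Gclc*, *Ugdh*, *Pgd*, *Gstm1* and *Sqstm1* in each mouse, with the mean and SD of the 3 mice of each genotype. For *Nqo1* the mean is 8.61 in cont., 214 in *Atg7*-KO and 14.4 in *Atg7*-KO;*p62* T352A mice.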

**Figure 3:**
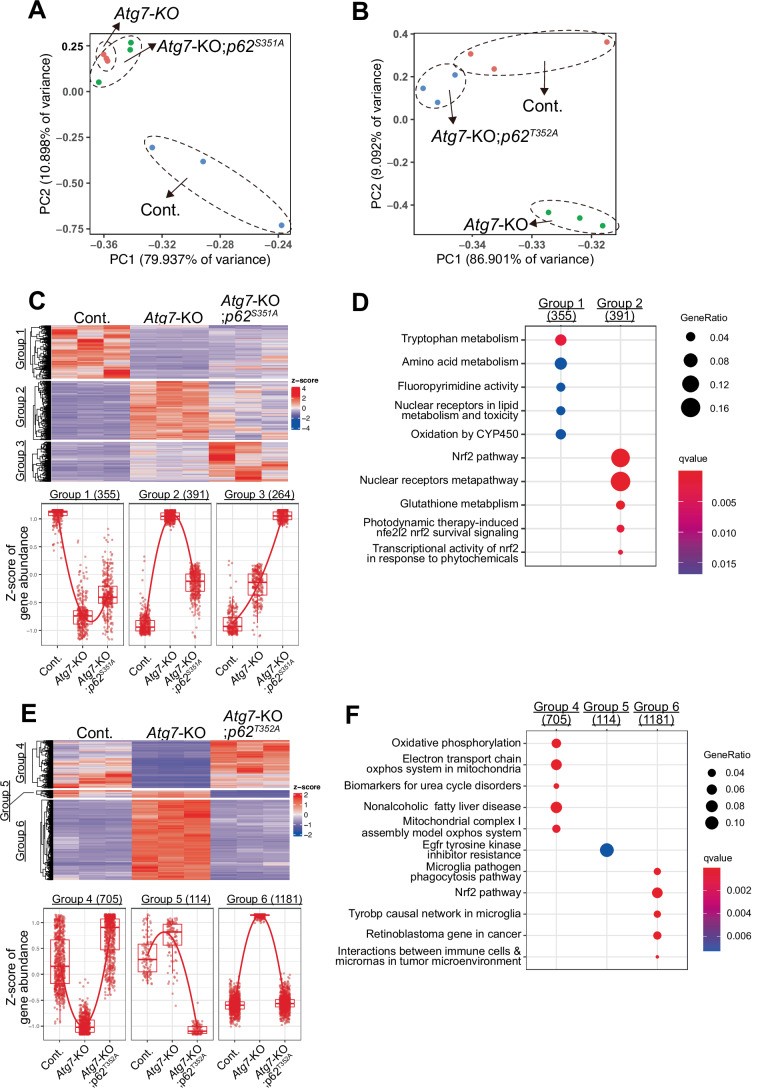
Comprehensive transcriptome analyses in *Atg7*-deficient livers with different *p62* mutations. (**A**, **B**) Principal Component Analysis (PCA). Total RNA was extracted from the livers of cont., *p62*^*S351A*^, *Atg7*-KO, and *Atg7*-KO;*p62*^*S351A*^ mice (**A**) and from cont., *p62*^*T352A*^, *Atg7*-KO, and *Atg7*-KO;*p62*^*T352A*^ mice (**B**) at 3 months of age. mRNA-seq was performed on three biological replicates per group. (**C**, **D**) K-means clustering (**C**) and pathway analysis (**D**) of differentially expressed genes (DEGs) from cont., *Atg7*-KO, and *Atg7*-KO;*p62*^*S351A*^ mice. DEGs were identified using DESeq2 (fold change >1.5, FDR < 0.05) and clustered into three groups (**C**). Heatmaps (upper panels) and boxplots (lower panels) depict the expression patterns of DEGs in each group. The number of DEGs is indicated in parentheses. Pathway enrichment analysis was performed using WikiPathways (**D**). Box plots show the median (center line), the 25th and 75th percentiles (bounds of the box), and the minimum and maximum values (whiskers). Each dot indicates an individual gene. (**E**, **F**) K-means clustering (**E**) and pathway analysis (**F**) of DEGs from cont., *Atg7*-KO, and *Atg7*-KO;*p62*^*T352A*^ mice. DEGs were identified using DESeq2 (fold change >1.5, FDR < 0.05) and clustered into three groups (**E**). Heatmaps (upper panels) and boxplots (lower panels) depict the expression patterns of DEGs in each group. The number of DEGs is indicated in parentheses. Pathway enrichment analysis was performed using WikiPathways (**F**). Box plots show the median (center line), the 25th and 75th percentiles (bounds of the box), and the minimum and maximum values (whiskers). Each dot indicates an individual gene. Source data are available online for this figure.

Quantitative real-time PCR analysis confirmed that NRF2 target genes, including *UDP-glucose 6-dehydrogenase* (*Ugdh*), *glutamate‐cysteine ligase catalytic subunit* (*Gclc*), *NAD(P)H quinone dehydrogenase 1* (*Nqo1*), and *6-phosphogluconate dehydrogenase* (*Pgd*), were significantly upregulated in *Atg7*-KO mouse livers but suppressed in a stepwise manner when wild-type *p62* was replaced with *p62*^*S351A*^ (Fig. 4A) or *p62*^*T352A*^ (Fig. 4B). Similar to other NRF2 target genes, *Sqstm1* expression was upregulated in *Atg7*-KO livers and reversed by substituting wild-type *p62* with either mutant (Fig. 4B).

**Figure 4:**
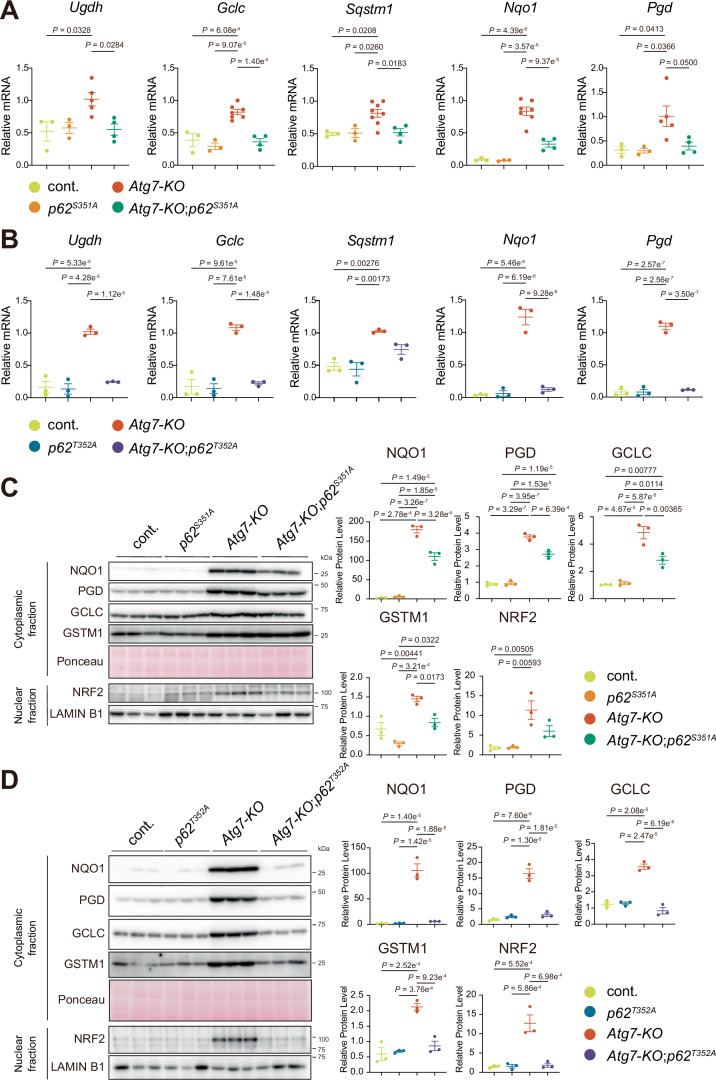
NRF2 activation in *Atg7*-deficient livers with different *p62* mutations. (**A**, **B**) Gene expression of NRF2 targets. Total RNAs were prepared from livers of cont. (*n* = 3), *p62*^*S351A*^ (*n* = 3), *Atg7*-KO (*n* = 5), and *Atg7*-KO;*p62*^*S351A*^ mice (*n* = 4) (**A**) and of cont. (*n* = 3), *p62*^*T352A*^ (*n* = 3), *Atg7*-KO (*n* = 3), and *Atg7*-KO;*p62*^*T352A*^ mice (*n* = 3) (**B**) at 3 month-old. Values were normalized against the amount of mRNA in *Atg7*-KO mouse livers. qRT-PCR analyses were performed as technical replicates on each biological sample. Data are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. (**C**, **D**) Immunoblot analysis. Livers from cont., *p62*^*S351A*^, *Atg7*-KO, and *Atg7*-KO;*p62*^*S351A*^ mice (**C**) and from cont., *p62*^*T352A*^, *Atg7*-KO, and *Atg7*-KO;*p62*^*T352A*^ mice (**D**) at 3 month-old were separated into nuclear and cytoplasmic fractions. Each fraction was subjected to SDS-PAGE and analysed by immunoblotting with the indicated antibodies. Bar graphs show the results of quantitative densitometric analysis of NQO1, PGD, GCLC and GSTM1 relative to the whole protein content estimated using Ponceau-S staining (*n* = 3), and of NRF2 relative to LAMIN B1 (*n* = 3). Data are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. Source data are available online for this figure.

Immunoblot analysis showed significant increases in NRF2 target proteins, including NQO1, PGD, GCLC, and GSTM1, in *Atg7*-KO mouse livers. This increase was partially suppressed in *Atg7*-KO;*p62*^*S351A*^ (Fig. 4C) and completely suppressed in *Atg7*-KO;*p62*^*T352A*^ livers (Fig. 4D). Nuclear NRF2 levels followed a similar trend, progressively decreasing with reduced KEAP1-p62 binding affinity (Fig. 4C,D). Consistent with these findings, p62 protein levels were significantly elevated in *Atg7*-KO livers compared to cont. livers (Fig. 2A,B), likely due to *Sqstm1* being an NRF2 target gene and the degradation of p62 bodies being impaired by autophagy suppression. In *Atg7*-KO;*p62*^*S351A*^ livers, p62 protein levels were slightly but significantly lower than in *Atg7*-KO livers. In *Atg7*-KO;*p62*^*T352A*^ livers, p62 protein levels were dramatically reduced, though still higher than in cont. livers (Fig. 2A,B). These findings align with observations of fewer and smaller p62 bodies in hepatocytes from *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^ mice compared to *Atg7*-KO mice (Fig. 1A,B). Notably, *Atg7*-KO livers exhibited high levels of Ser351-phosphorylated p62 (Fig. 2A,B), which has high affinity for KEAP1, indicating strong sequestration of KEAP1 within p62 bodies (Fig. 1A,B). 

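In the mRNA-seq data, 40 of the 44 genes of the NRF2 list were called lower in *Atg7*-KO;*p62* T352A than in *Atg7*-KO mice, with a median log2 fold change of -1.73. Between *Atg7*-KO;*p62* T352A and cont., 2 were called higher (2 when adjusted over the list alone) and 2 lower. Calls higher were no more frequent in the list than among other genes (two-sided Fisher's exact test, p = 1), nor with the replicate block, which called 2 (Fisher's exact test, p = 0.679; mean correlation of same-numbered mice 0.146). Named after their values were seen, the higher ones were *Htatip2* with a log2 fold change of 0.99 and *Ftl1* with 0.81, and the lower ones *Ugt1a6a* with -3.69 and *Abcc3* with -0.80. The median log2 fold change of the list against cont. was 0.055, and it turned to -0.0066 with DESeq2 and to -0.14 without cont. mouse 2. The most calls higher, 8, came without cont. mouse 1. *Nqo1* fell by 3.89 on the log2 scale between *Atg7*-KO and *Atg7*-KO;*p62* T352A mice (standard error 0.31, adjusted p = 3.48e-05) and was 0.75 above cont. (standard error 0.28, adjusted p = 0.117). *Pgd* fell by 3.23 (standard error 0.21, adjusted p = 1.91e-05) and was 0.30 above cont. (standard error 0.20, adjusted p = 0.350). *Ugdh* and *Gclc* fell by 2.12 and 2.17 (adjusted p = 6.41e-04 and adjusted p = 7.36e-04). Against cont. they stood at 0.19 and 0.0024, values whose sign changed when single mice were left out, that of *Gclc* also with DESeq2 or upper-quartile normalization. *Gstm1* fell by 1.92 (standard error 0.26, adjusted p = 3.83e-04) and stood at 0.38 against cont. (standard error 0.26, adjusted p = 0.372). *Sqstm1* had 545 ± 71.1 normalized CPM (SD, n = 3) in *Atg7*-KO;*p62* T352A mice. It fell by 0.75 against *Atg7*-KO (standard error 0.22, adjusted p = 0.0174) and stood at 0.49 against cont. (standard error 0.22, adjusted p = 0.177). *Nqo1* and *Sqstm1* were each called higher in *Atg7*-KO;*p62* T352A than in cont. mice in 2 of 22 alternatives. For *Nqo1*, 1 of these left out cont. mouse 3 (1.08), and for *Sqstm1*, 1 left out cont. mouse 1 (0.73). *Keap1* (on chromosome 9 from 21229730 to 21239361) and *Nfe2l2* (on chromosome 2 from 75675513 to 75704641), which encodes NRF2, were not called between cont. and either genotype. *Keap1* stood at -0.032 in *Atg7*-KO (standard error 0.15, adjusted p = 0.877) and 0.31 in *Atg7*-KO;*p62* T352A (standard error 0.15, adjusted p = 0.219), and its sign in *Atg7*-KO was positive with upper-quartile normalization (0.082), with at least 10 counts required in every mouse and, chosen after seeing the data, with a GC offset (0.039). *Nfe2l2* stood at -0.60 (standard error 0.43, adjusted p = 0.283) and -0.59 (standard error 0.43, adjusted p = 0.404). It was called lower in each genotype in 2 of 22 alternatives, 1 of them the fit without cont. mouse 1. The paper sets the transcript changes beside the target proteins and nuclear NRF2, which by its account fell further with T352A than with S351A, and beside p62 protein, p62 bodies and phosphorylated p62. The mice with S351A were not analysed here.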

Taken together, these results demonstrate that transcriptomic changes caused by *Atg7* deficiency, particularly those involving the NRF2 pathway, are strongly dependent on the binding affinity of KEAP1 to p62 bodies in vivo.

### Proteome-wide changes driven by KEAP1-p62 binding affinity in vivo

Next, we performed cytoplasmic proteome profiling to identify global proteome changes that depend on KEAP1-p62 binding in vivo. Principal component analysis (PCA) of the proteomic data revealed distinct clustering based on genotype (Fig. EV3A), indicating substantial proteomic shifts in *Atg7*-deficient mouse livers compared to cont. livers. Of the approximately 7000 quantified proteins, many showed *Atg7*-dependent changes in abundance (Fig. 5A,B, left panels). As previously reported (Komatsu et al, 2007) and shown in Fig. 4C,D, *Atg7*-deficient mice displayed an accumulation of NRF2 target proteins (Fig. 5A,B, left panels, green dots). Both *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^ livers partially mitigated this accumulation compared to *Atg7*-KO livers, with *Atg7*-KO;*p62*^*T352A*^ livers showing a greater reduction in NRF2 target proteins (Fig. 5A,B, right panels), suggesting that this reduction correlates with the inhibition of p62-KEAP1 binding. NRF2 target proteins remained accumulated in *Atg7*-KO;*p62*^*S351A*^ livers (Fig. 5A, right panel), while their levels were more effectively reduced in *Atg7*-KO;*p62*^*T352A*^ livers (Figs. 5B, right panel and EV3B). Additionally, the analysis presented in Fig. EV3C indicates that 244 proteins accumulate in both *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^ livers, compared to cont. livers. These proteins, which accumulate independently of NRF2 activation, represent a group of proteins specifically affected by *Atg7* deficiency. Gene Ontology (GO) analysis of these 244 proteins revealed significant enrichment for components associated with the endoplasmic reticulum (ER), secreted proteins, membranes, microsomes, and lipid droplets (Fig. 5C, left). Further biological process analysis indicated significant enrichment in pathways such as autophagy, phospholipid biosynthesis, phospholipid metabolism, lipid metabolism, pyrimidine biosynthesis, lipid biosynthesis, hemostasis, blood coagulation, and sphingolipid metabolism (Fig. 5C, right). The ER is involved in a wide array of these intracellular metabolic processes, including the synthesis of phospholipids, general lipids, sphingolipids, blood coagulation factors, and even pyrimidines. Moreover, among autophagy-related proteins, we observed an elevation of ER-phagy receptor proteins, such as TEX264, CCPG1, SEC62, and RETREG3 (FAM134C) (Gubas and Dikic, 2022), in the autophagy-deficient background, independent of the p62 mutations (Fig. EV3D). These data underscore the ER as a prominent autophagic target in the *Atg7*-deficient liver. Notably, electron microscopy analysis further confirmed the accumulation of abundant ER structures, including concentric membranous structures originating from the ER (Komatsu et al, 2005), across all autophagy-deficient genotypes examined (*Atg7*-KO, *Atg7*-KO;*p62*^*S351A*^, and *Atg7*-KO;*p62*^*T352A*^ mice) (Fig. EV4), emphasizing that ER-related structures accumulate regardless of NRF2 activation. In summary, these results indicate that, in the autophagy-deficient liver, the predominant alterations involve the accumulation of both NRF2 target proteins and ER-related structures. Although the *p62*^*T352A*^ mutation effectively reduces the accumulation of NRF2-related proteins, it does not prevent the substantial buildup of ER structures. These findings underscore ER-associated autophagy as a crucial pathway disrupted by the loss of autophagy, aligning with observations from previous studies (Hickey et al, 2023; Zhou et al, 2024).

**Figure 5:**
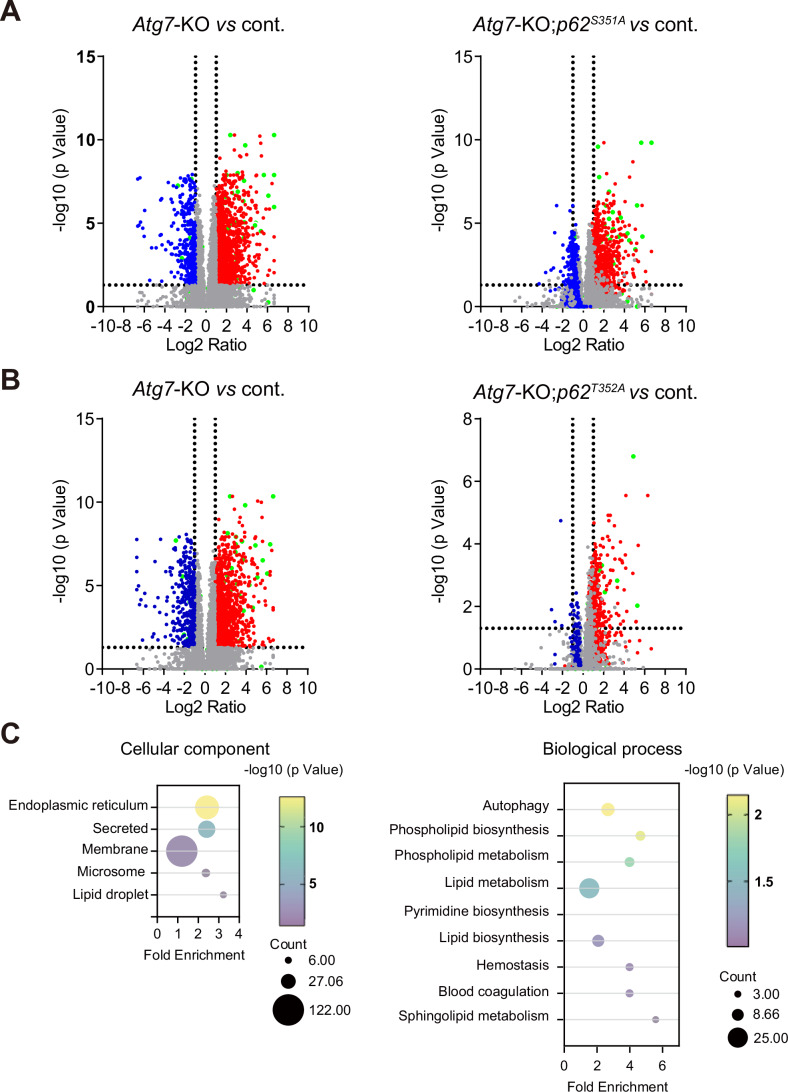
Proteome in hepatocyte-specific *Atg7*-knockout mice with different *p62* mutations. (**A**) Proteomic analysis of the liver cytoplasmic fraction from mice. Log2 ratios of *Atg7*-KO (left panel) or *Atg7*-KO;*p62*^*S351A*^ (right panel) versus cont. are plotted against unadjusted *P* values from one-way ANOVA for individual proteins (*n* = 3). Proteins with a more than 2-fold increase in *Atg7*-KO compared to controls are indicated in red, and those with a more than 2-fold decrease are indicated in blue. NRF2 target genes are marked in green. (**B**) Proteomic analysis as in (A) was performed for *Atg7*-KO;*p62*^*T352A*^. (**C**) Gene Ontology (GO) terms for proteins commonly accumulated in *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^ mouse livers. The top six GO terms for Cellular Component (left panel) and the top ten GO terms for Biological Process (excluding immunological terms, as inflammation is observed due to Atg7 deficiency) are shown. *P* values were calculated using Fisher’s exact test as implemented in DAVID. Source data are available online for this figure.

**Figure EV3:**
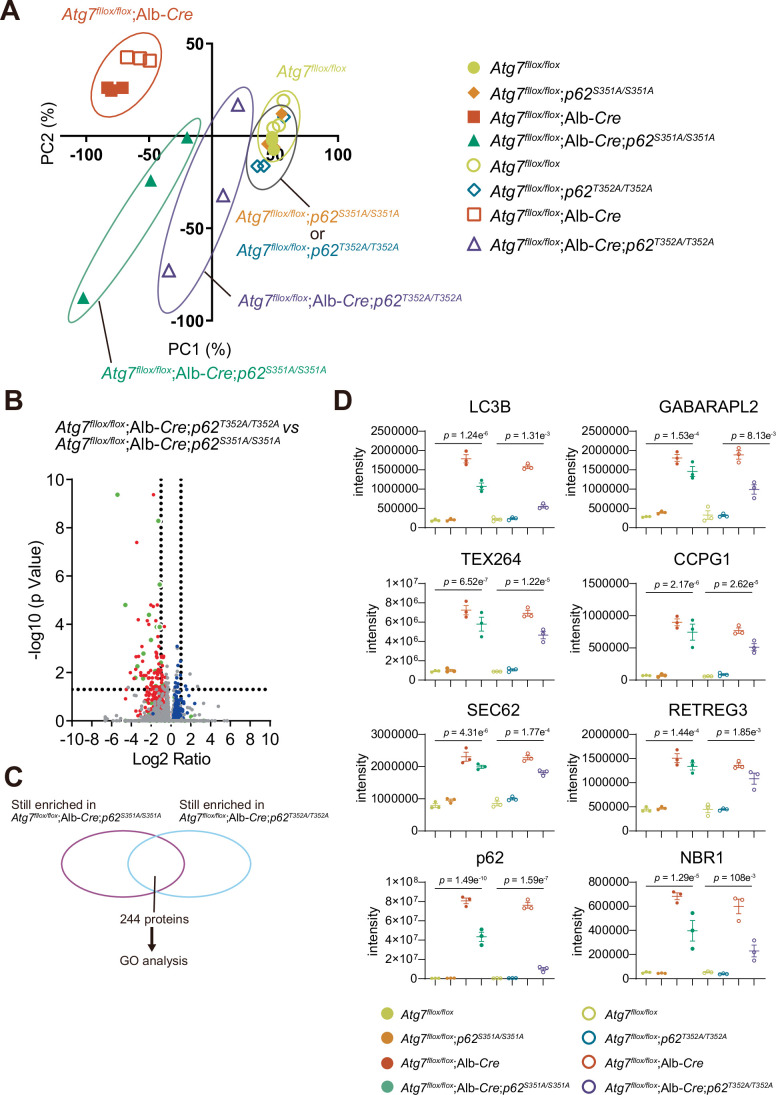
Proteomic analysis of hepatocyte-specific *Atg7*-knockout mice with different p62 mutations. (**A**) Principal component analysis (PCA) of mouse liver proteomic data based on triplicate biological replicates. Samples of the same genotype are circled. (**B**) Proteomic comparison of *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^. Proteins accumulated as shown in Fig. 5B are indicated in red, and those with decreased abundance are shown in blue. NRF2 target genes are marked in green. (**C**) Venn diagram of proteomic data showing proteins that accumulated more than 2-fold in both *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^ mouse livers compared to controls. Gene Ontology (GO) analysis was performed on 244 proteins common to both genotypes. (**D**) Label-free quantification of autophagy-related and selective autophagy receptor proteins based on MS intensity. The bar graph shows quantitative intensity of autophagy proteins normalized to the total peptide amount, with unadjusted *P* values from one-way ANOVA for individual proteins (*n* = 3). Data are means ± s.d. Differential protein expressions were assessed using one-way ANOVA, with *P* values adjusted for multiple comparisons using the Benjamini–Hochberg method. Source data are available online for this figure.

**Figure EV4:**
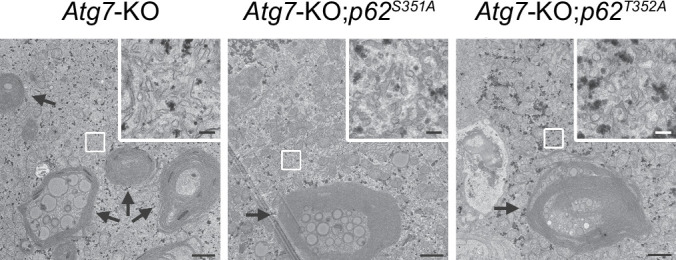
Electron micrographs of hepatocytes in hepatocyte-specific *Atg7*-knockout mice with different p62 mutations. Electron micrographs of cytoplasmic regions from hepatocytes of the indicated genotypes. Boxed regions are shown at higher magnification in the insets. Concentric membranous structures connected to the endoplasmic reticulum (ER) are present in hepatocytes of all genotypes (arrows). Numerous ER profiles are also visible (insets). Scale bars: 1 μm and 0.2 μm (insets). Source data are available online for this figure.

### Hepatic injury from autophagy suppression is exacerbated by the binding affinity between KEAP1 and p62

Inhibition of autophagy in the mouse liver causes severe hepatomegaly and liver damage, both of which are alleviated by the loss of *Sqstm1* or *Nrf2* (Inami et al, 2011; Komatsu et al, 2010; Ni et al, 2014; Takamura et al, 2011). This suggests that pathogenesis in autophagy-deficient livers is due to KEAP1 sequestration within p62 bodies, leading to continuous NRF2 activation. To investigate this possibility, we examined the phenotypes of *Atg7*-KO, *Atg7*-KO;*p62*^*S351A*^, and *Atg7*-KO;*p62*^*T352A*^ mice. The *p62*^*S351A*^ and *p62*^*T352A*^ mice showed no observable phenotype for at least 1 year after birth (data not shown). Consistent with previous studies (Komatsu et al, 2010; Komatsu et al, 2005), *Atg7*-KO mice exhibited significant liver enlargement (Fig. 6A,B). Such hepatomegaly was partially improved by replacing wild-type *p62* with *p62*^*S351A*^ (Fig. 6A) and completely with *p62*^*T352A*^ (Fig. 6B). Hematoxylin and eosin staining revealed that hepatocytes in *Atg7*-KO mice were enlarged and filled with eosinophilic materials (Fig. 6C,D). Additionally, acidophilic bodies and pyknotic nuclei were frequently observed (Fig. 6C,D). In *Atg7*-KO;*p62*^*T352A*^ livers, most hepatocytes appeared normal (Fig. 6D). However, in *Atg7*-KO;*p62*^*S351A*^ livers, the tissue displayed a mosaic pattern: one population of hepatocytes appeared normal with glycogen-rich areas, while another population exhibited aberrant appearances similar to those observed in *Atg7*-KO mice (Fig. 6C). Although abnormal hepatocytes occupied a large portion (> 90%) of the *Atg7*-KO liver, the affected area was moderately reduced in *Atg7*-KO;*p62*^*S351A*^ livers and markedly reduced in *Atg7*-KO;*p62*^*T352A*^ livers (Fig. 6C,D). Since ductular reactions have been observed in autophagy-deficient mouse livers (Barthet et al, 2021; Khambu et al, 2019; Ni et al, 2014), we examined this using CK19 immunostaining. Quantification of the CK19-positive area revealed that the ductular reaction observed in *Atg7*-KO livers was completely suppressed by replacing wild-type *p62* with *p62*^*T352A*^, but not with *p62*^*S351A*^ (Fig. 6E,F). Higher serum levels of aspartate aminotransferase (AST), alanine aminotransferase (ALT), and alkaline phosphatase (ALP) were observed in *Atg7*-KO mice, which were partially reduced by substituting wild-type *p62* with *p62*^*S351A*^ and almost completely with *p62*^*T352A*^ (Fig. 7A,B). These results suggest that the strength of KEAP1 retention in p62 bodies determines the severity of liver pathology in autophagy-suppressed livers.

**Figure 6:**
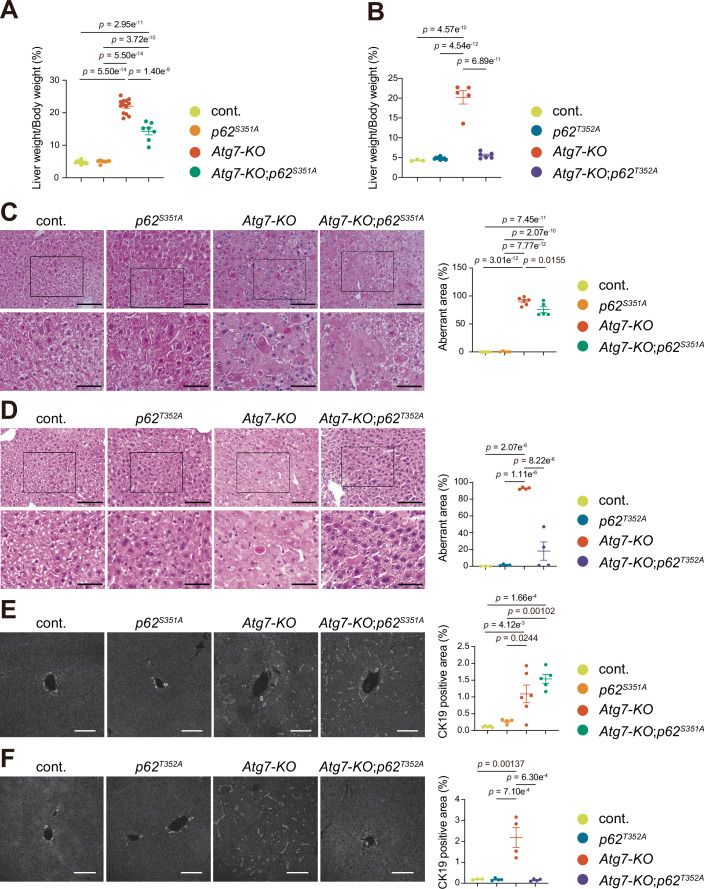
Liver pathologies in hepatocyte-specific *Atg7*-knockout mice with different *p62* mutations. (**A**, **B**) Liver weight (% of body weight) of 3-month-old cont. (*n* = 10), *p62*^*S351A*^ (*n* = 7), *Atg7*-KO (*n* = 13), and *Atg7*-KO;*p62*^*S351A*^ (*n* = 7) mice (**A**) and of cont. (*n* = 3), *p62*^*T352A*^ (*n* = 10), *Atg7*-KO (*n* = 5), and *Atg7*-KO;*p62*^*T352A*^ (*n* = 6) mice (**B**). Data are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. (**C-F**) Hematoxylin and eosin (HE) staining (**C**, **D**) and immunohistofluorescence of CK19 (**E**, **F**) of livers from cont. (*n* = 5), *p62*^*S351A*^ (*n* = 4), *Atg7*-KO (*n* = 6), and *Atg7*-KO;*p62*^*S351A*^ (*n* = 5) mice (**C**, **E**) and from cont. (*n* = 3), *p62*^*T352A*^ (*n* = 4), *Atg7*-KO (*n* = 4), and *Atg7*-KO;*p62*^*T352A*^ (*n* = 4) mice (**D**, **F**) at 3 month-old. Scale bars, 100 μm (upper rows of (**C**, **F**)) and 50 μm (bottom of (**C**, **D**)). The area percentage of aberrant hepatocytes (**C**, **D**) and CK19-positive regions (**E**, **F**) were quantified and shown on the right graphs. Horizontal bars are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. Source data are available online for this figure.

**Figure 7:**
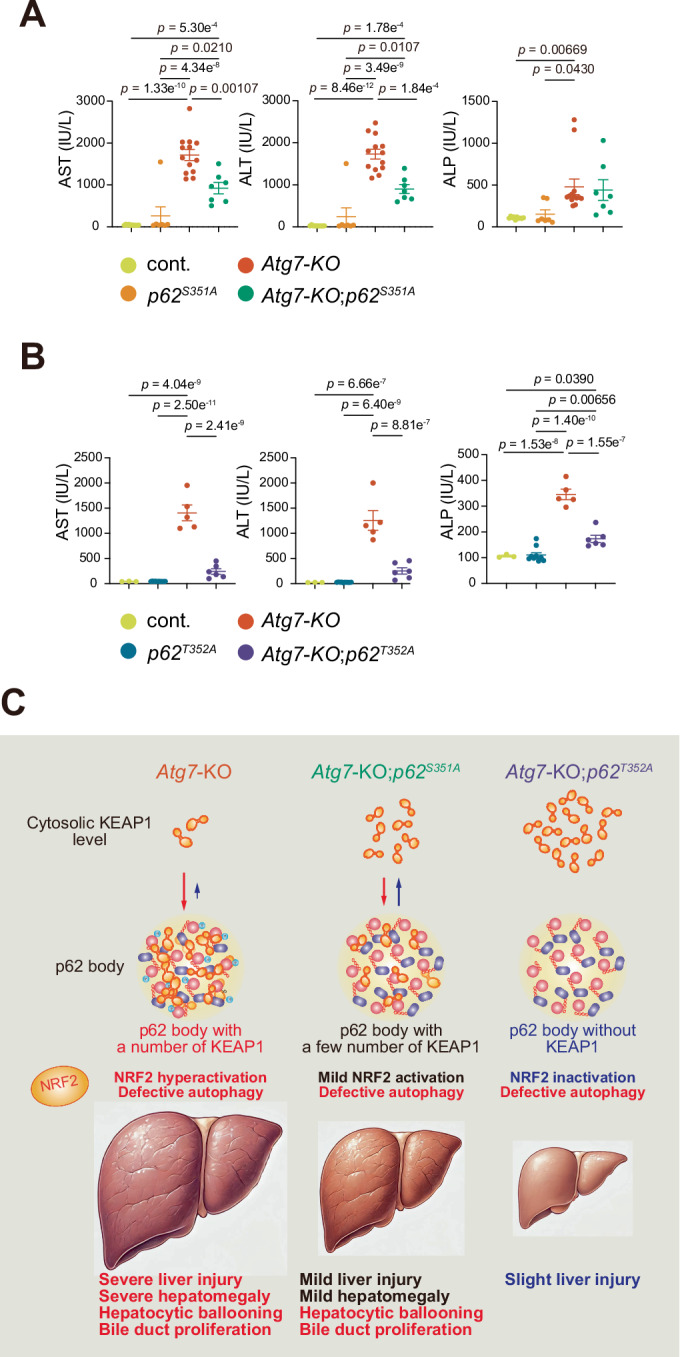
Liver injury in hepatocyte-specific *Atg7*-knockout mice with different *p62* mutations. (**A**, **B**) Serum levels of aspartate aminotransferase (AST), alanine aminotransferase (ALT), and alkaline phosphatase (ALP) from cont. (*n* = 10), *p62*^*S351A*^ (*n* = 7), *Atg7*-KO (*n* = 13), and *Atg7*-KO;*p62*^*S351A*^ (*n* = 7) mice (**A**) and from cont. (*n* = 3), *p62*^*T352A*^ (*n* = 10), *Atg7*-KO (*n* = 5), and *Atg7*-KO;*p62*^*T352A*^ (*n* = 6) mice (**B**) were measured. IU/l, international units/liter. Data are means ± s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. (**C**) Mechanism of liver injury development induced by autophagy suppression: KEAP1 retention via p62 body. Source data are available online for this figure.

## Discussion

p62 is essential for the stress response, but excessive accumulation of p62 is a double-edged sword, as it can cause serious liver enlargement, liver damage, and liver tumorigenesis (Inami et al, 2011; Komatsu et al, 2010; Ni et al, 2014; Takamura et al, 2011). However, the mechanism underlying these liver pathologies remained unknown. In this study, we demonstrated for the first time in vivo that the KEAP1 retention force of p62 bodies is the basis of this mechanism. In other words, we found that NRF2 is activated in proportion to the strength of p62 body’s retention force of KEAP1, and that this persistent NRF2 activation in the combination with autophagy failure causes severe liver enlargement and liver damage (Fig. 7C).

Normally, KEAP1 shuttles between the cytoplasm and p62 bodies (Ikeda et al, 2023). When p62 in the p62 body is phosphorylated at Ser349 by ULK1 kinase or other factors, KEAP1 shifts towards the p62 body side of the equilibrium and is retained in the p62 bodies. As a result, the amount of KEAP1 in the cytoplasm decreases, NRF2 degradation is inhibited, and NRF2 is activated. Ultimately, the p62 bodies containing KEAP1 are broken down by autophagy, and the newly synthesized KEAP1 causes the degradation of NRF2, suppressing NRF2 activation (Komatsu, 2022). How does the NRF2 regulatory mechanism via p62 body cause liver damage? The excessive incorporation of KEAP1 into p62 bodies or the increased binding affinity of p62 for KEAP1 is not sufficient to cause severe liver damage. This is explained by the fact that, in knock-in mice expressing p62^S351E^, in which autophagy is intact but p62 strongly binds to KEAP1, hyperkeratosis is observed in the stratified squamous epithelium of the esophagus and stomach, but the mice showed only mild liver enlargement and damage (Ikeda et al, 2023). This observation suggests that as long as autophagy can rapidly break down the p62 bodies after they incorporate KEAP1, the impact on liver function is likely minimal. Conversely, if autophagy is impaired but KEAP1 incorporation into p62 bodies is limited, the result is only mild liver dysfunction (Figs. 6 and 7). These findings suggest that, in normal cells, the p62 body degradation mechanism coordinates with KEAP1 incorporation into p62 bodies, and that impairment of this coordinated mechanism leads to liver damage.

Notably, p62 is a transcriptional target of NRF2 (Jain et al, 2010). In our in vitro experiments, p62 was overexpressed under a constitutive promoter and thus was not under NRF2 control. The observed difference in p62 body size between in vivo (Fig. 1A,B) and in vitro (Fig. EV2C,D) conditions—namely, the tendency for p62 bodies formed by p62 mutants to be smaller in vivo but not in vitro—may be attributable to differences in the regulatory context of p62 expression. That is, in vivo, p62 expression dynamically changes in response to NRF2 activation, whereas in vitro, p62 expression remains constant. This may explain the observed discrepancy in p62 body size between in vivo (Fig. 1A,B) and in vitro (Fig. EV2C,D) settings.

The regulation of the p62-mediated stress response involves two key rate-limiting steps. The first is the maturation of p62 bodies, driven by LLPS and mediated by interactions between p62 and ubiquitin chains. Phosphorylation of Ser403 and Ser405 within the ubiquitin-binding domain of p62—catalyzed by kinases such as TBK1, CK2, and ULK1—promotes this maturation process (Ikeda et al, 2023; Lim et al, 2015; Matsumoto et al, 2011; Pilli et al, 2012). Specifically, TBK1 binds to autophagy receptors NDP52 and TAX1BP1, localizing to p62 bodies via the TBK1 adaptor SINTBAD/NAP1 (Bauer et al, 2024; Yamano et al, 2024). Analogous to Parkin-mediated mitophagy, in which TBK1 clusters on damaged mitochondria by binding directly to Optineurin and initiates TBK1 self-activation essential for mitophagy (Adriaenssens et al, 2024; Nguyen et al, 2023; Yamano et al, 2024), TBK1 may similarly cluster and activate on p62 bodies, a process potentially critical for their maturation and autophagic degradation. This suggests a mechanism in which TBK1 activation is triggered once KEAP1 localizes within p62 bodies. The second critical step is the degradation of p62 bodies, which requires enhanced autophagosome formation on these structures. The ULK1 kinase complex—composed of FIP200, ULK1, ATG101, and ATG13—functions as an upstream factor in autophagosome formation, localizing to p62 bodies where FIP200 directly binds to p62 (Turco et al, 2019). Furthermore, FIP200 can interact with TAX1BP1 and NDP52; the former binds to NBR1, a p62-binding partner, and the latter localizes in p62 bodies (Ravenhill et al, 2019; Vargas et al, 2019). Together, they facilitate additional recruitment of the ULK1 complex to p62 bodies. Because KEAP1 is a major client protein that directly interacts with p62 within p62 bodies, the LLPS of p62 bodies and/or the assembly of the ULK1 complex on p62 bodies may intensify as KEAP1 becomes incorporated. Further research is necessary to elucidate these possible mechanisms in the future.

Why does sustained NRF2 activation and concurrent inhibition of autophagic degradation lead to liver damage? The p62 body serves two primary functions: first, proteostasis through the degradation of ubiquitinated proteins, and second, the activation of NRF2. In *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^ mouse livers, the expression of p62 protein is reduced because p62 is one of the targets of NRF2 (Jain et al, 2010). This downregulation suppresses the formation of p62 bodies containing ubiquitinated proteins, potentially increasing soluble ubiquitinated proteins, which may then be degraded through the ubiquitin-proteasome system. Consequently, the reduction of degenerated and then ubiquitinated proteins could help maintain proteostasis, thus alleviating liver damage. However, ubiquitinated proteins still accumulated to similar levels in *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^ mice livers, though to a slightly lesser extent than in *Atg7*-KO mice livers (Fig. 2A,B). This suggests that in the absence of autophagy, ubiquitinated substrates that do not form p62 bodies cannot be adequately compensated by the ubiquitin-proteasome system. Therefore, inhibition of ubiquitinated protein degradation is unlikely to be the primary cause of liver damage. Conversely, we found that NRF2 activation, in proportion to the degree of KEAP1 accumulation within p62 bodies, significantly altered the liver transcriptome (Fig. 3) and proteome (Figs. 5 and EV3). Most proteins that accumulated in the *Atg7*-KO mouse livers were NRF2 target proteins, and their levels decreased incrementally in the livers of *Atg7*-KO;*p62*^*S351A*^ and *Atg7*-KO;*p62*^*T352A*^ mice. Proteins commonly accumulating in the livers of *Atg7*-KO;*p62*^*S351A*^, and *Atg7*-KO;*p62*^*T352A*^ mice included organelle proteins including the ER, along with organelle-specific autophagy receptor proteins such as TEX264, SEC62, and CCPG1, indicating impaired organelle degradation. Among these, excessive accumulation of ER proteins was particularly prominent (Figs. 5, EV3 and EV4). Thus, it is likely that severe liver damage manifests when excessive synthesis of NRF2 target proteins and suppression of organelle degradation—especially of the ER—occur concurrently.

Mallory-Denk Bodies (MDBs) are pathological cytoplasmic structures observed in hepatocytes, and are identified in various liver diseases, including alcoholic liver disease, NASH, and cirrhosis (Stumptner et al, 2002; Zatloukal et al, 2002). Traditionally regarded as inclusions, recent findings from our works suggest that MDBs may exhibit properties of liquid droplets or gel-like structures. These are primarily composed of keratin, ubiquitin, and p62. Studies have shown that MDBs also contain phosphorylated p62 at serine 349 (Ichimura et al, 2013; Saito et al, 2016), KEAP1 (Inami et al, 2011), and other p62 body components, such as Vault (Kurusu et al, 2023), indicating that MDBs may represent either p62 bodies themselves or solidified forms of p62 bodies. Our previous findings suggest that the sequestration of KEAP1 within MDBs leads to sustained NRF2 activation (Ichimura et al, 2013; Inami et al, 2011). The incorporation of KEAP1 into p62 bodies requires phosphorylation of p62 at serine 349 (Ikeda et al, 2023), implying that kinase activation or phosphatase inhibition in liver disorders may be linked to pathogenesis. How are MDBs formed? Impaired degradation of p62 via autophagy has been reported in HCC from NASH in several mouse models (Inokuchi-Shimizu et al, 2014; Nakagawa et al, 2014; Umemura et al, 2016; Zhang et al, 2015), suggesting that defective autophagy is a primary cause. Once KEAP1 is incorporated into p62 bodies, it not only results in chronic NRF2 activation but also interferes with normal autophagic processes. Persistent NRF2 activation elevates *SQSTM1* gene expression (Jain et al, 2010), leading to further formation of p62 bodies. Consequently, selective autophagy becomes unbalanced as it attempts to degrade excessive p62 bodies, resulting in a backlog of organelle degradation and impaired clearance of damaged proteins and organelles—similar to the condition observed in autophagy-deficient mouse livers.

In addition to experimental models, several lines of evidence suggest the clinical relevance of p62 body formation and KEAP1 sequestration in human liver diseases. Cancer-derived KEAP1 mutations have also been reported to influence or promote the formation of p62 bodies (Cloer et al, 2018), though the extent to which p62 phosphorylation, KEAP1 sequestration, and/or autophagy suppression contribute to the underlying pathogenesis needs further investigation. A recent whole-exome sequencing study in individuals with non-alcoholic fatty liver disease (NAFLD) or HCC identified ATG7 loss-of-function variants that impair autophagy and promote p62 accumulation, ballooning, and inflammation (Baselli et al, 2022). These findings underscore the clinical relevance of autophagy suppression and p62 accumulation in liver pathologies. Further investigations using additional in vivo liver disease models—such as NASH and HCC—will be important for defining the broader role of autophagy suppression and KEAP1-p62 interaction in disease progression. Given the genetic analyses in mice in this study, it is conceivable that blocking KEAP1 incorporation into p62 bodies in human liver diseases could serve as a therapeutic target. This could involve ULK1 kinase inhibition, activation of counteracting phosphatases, or disruption of the p62-KEAP1 interaction, all of which may have therapeutic potential as approaches for liver diseases.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*p62*-knockout Huh-1 cells	Kurusu et al, 2023	
*p62 FIP200* double knockout Huh-1 cells	This study	
*Atg7*^*flox/flox*^;Alb-*Cre*	Komatsu et al, 2010	
*p62*^*S351A/S351A*^ knock-in mice	Ikeda et al, 2023	
*p62*^*T352A/T352A*^ knock-in mice	This study	
**Recombinant DNA**		
pMRX-puro p62 retrovirus vector	Komatsu et al, 2010	
pMRX-puro p62^S349E^ retrovirus vector	Ichimura et al, 2013	
pMRX-puro p62^S349A^ retrovirus vector	Ichimura et al, 2013	
pMRX-puro p62^T350A^ retrovirus vector	Komatsu et al, 2010	
pAxCAwtit2 ATG7 adenovirus vector	Saito et al, 2019	
pAxCAwtit2 ATG7^C572S^ adenovirus vector	Saito et al, 2019	
**Antibodies**		
ATG7	Cell Signaling Technology	3936
LC3	Cell Signaling Technology	2775
Ubiquitin	Cell Signaling Technology	3936
KEAP1	Proteintech Group	10503-2-AP
p62	MEDICAL & BIOLOGICAL LABORATORIES CO., LTD.	PM066
p62	BD Biosciences	610832
p62	Abnova	H00008878-M01
Ser349-phosphorylated p62	Ichimura et al, 2013	
NQO1	Abcam plc	ab34173
PGD	Abcam plc	ab129199
GCLC	Abcam plc	ab41463
UGDH	Abcam plc	ab155005
GSTM1	Alpha Diagnostic Intl Inc.	GSTM11-S
NRF2	Proteintech Group	16396-1-AP
LAMIN B1	MEDICAL & BIOLOGICAL LABORATORIES CO., LTD.	PM064
GAPDH	Merck KGaA. Darmstadt	MAB374
CK19	Proteintech Group	10712-1-AP
Horseradish peroxidase-conjugated Goat Anti-Mouse IgG (H + L)	Jackson ImmunoResearch	115-035-166
Horseradish peroxidase-conjugated Goat Anti-Rabbit IgG (H + L)	Jackson ImmunoResearch	111-035-144
Horseradish peroxidase-conjugated Goat Anti-Guinea Pig IgG (H + L)	Jackson ImmunoResearch	106-035-003
Goat anti-Mouse IgG (H + L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647	Thermo Fisher Scientific	A21236
Goat anti-Rabbit IgG (H + L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	A11008
Alexa594-Donkey anti-mouse IgG	Jackson ImmunoResearch	711-545-152
Alexa594-Donkey anti-mouse IgG	Jackson ImmunoResearch	715-585-151
**Chemicals, enzymes and other reagents**		
Liver Perfusion Kit, Mouse and Rat	Miltenyi Biotec	130-128-030
Lipofectamine 3000	Thermo Fisher Scientific	L3000015
cOmplete EDTA-free protease inhibitor cocktail	Roche	5056489001
bicinchoninic acid (BCA) protein assay	Thermo Fisher Scientific	23225
NE-PER Nuclear and Cytoplasmic Extraction Reagents	Thermo Fisher Scientific	78835
gelatin	Sigma-Aldrich	G9391
Hoechst 33342	Thermo Fisher Scientific	62249
immunosaver	Nissin EM	333
FastGene Scriptase Basic cDNA Synthesis	NIPPON Genetics	NE-LS62
TaqMan® Fast Advanced Master Mix	Thermo Fisher Scientific	444556
TaqMan probe Gapdh	Thermo Fisher Scientific	Mm99999915_g1
TaqMan probe Ugdh	Thermo Fisher Scientific	Mm00447643_m1
TaqMan probe Gclc	Thermo Fisher Scientific	Mm00802655_m1
TaqMan probe Sqstm1	Thermo Fisher Scientific	Mm0000448091_m1
TaqMan probe Nqo1	Thermo Fisher Scientific	Mm01253561_m1
TaqMan probe Pgd	Thermo Fisher Scientific	Mm00503037_m1
TRIzol reagent	Thermo Fisher Scientific	15596-026
NEBNext Poly(A) mRNA Magnetic Isolation Module	New England Biolabs	E7490L
NEBNext Ultra II RNA Library Prep Kit for Illumina	New England Biolabs	E7770L
1 M Triethylammonium bicarbonate (TEAB)	Thermo Fisher Scientific	90114
DTT (Dithiothreitol)	Thermo Fisher Scientific	A39255
Iodoacetamide	Thermo Fisher Scientific	A39271
Phosphoric acid	SIGMA	438081
S-Trap micro	PROTIFI	C02-micro
Trypsin/Lys-C Protease Mix	Thermo Fisher Scientific	A40009
C18 analytical column	IonOpticks	AUR3-25075C18
**Software**		
Photoshop 2021v25.0	Adobe	RRID:SCR_014199
FV31S-SW	Olympus	N/A
CellPathfinder software	Yokogawa Electric Corp.	N/A
Image J software	Schindelin et al, 2012	RRID: SCR_002285
GraphPad Prism 9	GraphPad Software	RRID:SCR_002798
RNAseqChef	Etoh and Nakao, 2023	N/A
Proteome Discoverer™ 3.1	Thermo Fisher Scientific	RRID:SCR_014477
ChatGPT	OpenAI	RRID:SCR_023701

### Cell

Huh-1 cells (JCRB0199, NIBIOHN) were cultured in Dulbecco’s modified Eagle’s medium containing 10% fetal bovine serum, 5 U/mL penicillin, and 50 μg/mL streptomycin. *p62*-knockout Huh-1 cells expressing p62, p62^S349E^, p62^S349A^, or p62^T350A^ were generated using a retroviral vector, as previously reported (Kurusu et al, 2023). Huh-1 cells were authenticated using the STR profile and tested negative for mycoplasma contamination. Primary cultured hepatocytes were isolated from 5-week-old male *Atg7*^*flox/flox*^ and *Atg7*^*flox/flox*^;Alb-*Cre* mice maintained on a C57BL/6 genetic background using the Liver Perfusion Kit, Mouse and Rat (Miltenyi Biotec, Bergisch Gladbach, Germany) in combination with the gentleMACS™ Dissociator (Miltenyi Biotec).

### Adenovirus Infection

Six-well plates, with or without cover glasses, were collagen-coated before cell seeding. Primary cultured hepatocytes (2 × 10^5^ cells per well) were plated and incubated for 12 h. The medium was then replaced with fresh medium containing wild-type ATG7 or ATG7^C572S^ adenovirus (Saito et al, 2019) at a multiplicity of infection (MOI) of 50.

### Mice

*Atg7*^*flox/flox*^;Alb-*Cre* (Komatsu et al, 2010), and *p62*^*S351A/S351A*^ mice (Ikeda et al, 2023) with the C57BL/6 genetic background were previously described. To generate *p62*^*T352A/T352A*^ knock-in mice using mouse embryonic stem cells (mES cells), we applied the prime editing system as previously described (Ikeda et al, 2023). 

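The T352A exchange lies in *Sqstm1*, which the annotation of GRCm38 (mm10) places on chromosome 11 from 50199366 to 50210827 on the minus strand. Its protein-coding transcript has 2037 nt in 8 exons and encodes 442 residues. The spacer, written as DNA, AAAGAAGTGGACCCATCTAC, matches the sense strand of this transcript 1 time, at 50202515 to 50202534 within exon 7 (50202399 to 50202594). No transcript of another gene in the annotation holds the same 20 nt. The genome sequence was not used here, so introns and intergenic sequence were not searched. The next 3 bases of the reference are AGG. The reference sequence around the site is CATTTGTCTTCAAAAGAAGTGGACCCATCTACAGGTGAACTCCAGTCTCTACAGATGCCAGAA, which encodes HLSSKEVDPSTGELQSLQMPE (residues 342 to 362). The reverse transcription template of 13 nt and the primer-binding site of 11 nt together specify the sequence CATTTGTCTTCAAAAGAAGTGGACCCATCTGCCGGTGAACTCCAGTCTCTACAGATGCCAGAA for the same stretch. It differs from the reference in 2 bases, A1054G at genome position 50202516 and A1056C at genome position 50202514, counted from 1 at the start of the coding sequence on the sense strand. The codon of T352, at 50202514 to 50202516, changes from ACA (threonine) to GCC (alanine). The 3 bases after the spacer become CGG, and no other residue changes. The serine at residue 351, exchanged in the S351A mice, is the residue just before it.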

Briefly, we designed prime-editing guide RNA (pegRNA) containing the following sequences: spacer sequence, 5′-AAAGAAGUGGACCCAUCUAC-3′; reverse transcription template, 5′-GAGUUCACCGGCA-3′; primer-binding site, 5′-GAUGGGUCCAC-3′. The CAG promoter-driven prime editor 2 (PE2) and the U6 promoter-driven pegRNA expression vectors were originally constructed using pCMV-PE2-P2A-GFP (#132776, Addgene) and hU6-sgRNA plasmid. These vectors were co-transfected into RENKA, a C57BL/6N-derived mES cell line, using Lipofectamine 3000 (Thermo Fisher Scientific). Knock-in mutations in transfected mES clones were validated by sequencing of PCR products amplified from genomic DNAs. Culture of mES cells and generation of chimeric mice were carried out as previously described (Mishina and Sakimura, 2007). Biopsies of pup tails were performed for genomic DNA isolation, and mutations were validated by sequencing of PCR products amplified from genomic DNAs. Mice were prepared by mating male and female mice at 2 months of age. All mice were fed *ad libitum* with a standard diet and housed in a specific pathogen-free room maintained at a constant ambient temperature of 21–25 °C, 40–60% of humidity under a 12 h light/dark cycle with free access to food and drink. The Ethics Review Committee for Animal Experimentation of Juntendo University approved the experimental protocol (2022226 and 2022227).

### Immunoblot analysis

Cells were lysed in ice-cold TNE buffer (50 mM Tris-HCl [pH 7.5], 150 mM NaCl, 1 mM EDTA) containing 1% Triton X-100 and cOmplete EDTA-free protease inhibitor cocktail (5056489001, Roche). After centrifugation twice at 15,000 × *g* for 10 min, the supernatant was collected as the cell lysates. Protein concentrations were determined by bicinchoninic acid (BCA) protein assay (23225, Thermo Fisher Scientific). The lysate was boiled in SDS sample buffer, and the samples were separated by SDS-PAGE and then transferred to polyvinylidene difluoride membranes. Nuclear and cytoplasmic fractions from livers were prepared using the NE-PER Nuclear and Cytoplasmic Extraction Reagents (78835, Thermo Fisher Scientific). SDS-PAGE samples were separated by SDS-PAGE and then transferred to polyvinylidene difluoride (PVDF) membranes. PVDF membranes were stained with Ponceau-S. Antibodies against ATG7 (8558, Cell Signaling Technology, Massachusetts, USA), LC3 (2775, Cell Signaling Technology), Ubiquitin (3936, Cell Signaling Technology), KEAP1 (10503-2-AP, Proteintech Group, Illinois, USA), p62 (PM066, MEDICAL & BIOLOGICAL LABORATORIES CO., LTD., Tokyo, Japan), Ser349-phosphorylated p62 (Ichimura et al, 2013), NQO1 (ab34173, Abcam plc, Cambridge, UK), PGD (ab129199, Abcam plc), GCLC (ab41463, Abcam plc), UGDH (ab155005, Abcam plc), GSTM1 (GSTM11-S, Alpha Diagnostic Intl Inc., TX, USA), NRF2 (16396-1-AP, Proteintech Group), LAMIN B1 (PM064, MEDICAL & BIOLOGICAL LABORATORIES CO., LTD.) and GAPDH (MAB374, Merck KGaA. Darmstadt, Germany) were used as primary antibodies. Blots were then incubated with horseradish peroxidase-conjugated secondary antibody (Goat Anti-Mouse IgG (H  +  L), 115-035-166, Goat Anti-Rabbit IgG (H  +  L), 111-035-144, and Goat Anti-Guinea Pig IgG (H  +  L), 106-035-003, all from Jackson ImmunoResearch, Pennsylvania, USA) and visualized by chemiluminescence.

### Immunofluorescence analysis

Huh-1 cells on coverslips were washed with PBS and fixed with 4% paraformaldehyde (PFA) for 15 min at RT, permeabilized with 0.1% Triton X-100 in PBS for 5 min, and blocked with 0.1% (w/v) gelatin (G9391, Sigma-Aldrich, Darmstadt, Germany) in PBS for 20 min. Then, cells were incubated with primary antibodies in the blocking buffer for 1 h, washed with PBS, and incubated with secondary antibodies for 1 h. Antibodies against p62 (610832, BD Biosciences), and KEAP1 (10503-2-AP, Proteintech Group) were used as primary antibodies. Goat anti-Mouse IgG (H  +  L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 647 (A21236, Thermo Fisher Scientific) and Goat anti-Rabbit IgG (H  +  L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 488 (A11008, Thermo Fisher Scientific) were used as secondary antibodies. Nuclei were stained with Hoechst 33342 (62249, Thermo Fisher Scientific). Cells were imaged using the FV3000 confocal laser-scanning microscope with FV31S-SW (Olympus) and a UPlanXApo ×60 NA 1.42 oil objective lens. Contrast and brightness of images were adjusted using Photoshop 2021v25.0 (Adobe, California, USA). The number, and size of p62-positive punctae in each cell and the mean fluorescence intensity of each signal on p62-positive punctae were quantified using a Benchtop High-Content Analysis System (CQ1, Yokogawa Electric Corp., Tokyo, Japan) and CellPathfinder software (Yokogawa Electric Corp.).

### Histological analyses

Mouse livers were excised, cut into small pieces, and fixed by immersion in 4% PFA–4% sucrose in 0.1 M PB, pH 7.4. After rinsing, they were embedded in paraffin for histological analyses. Paraffin sections of 3-µm thickness were prepared and processed for hematoxylin-eosin (HE) staining or immune-histofluorescence (IHF). For IHF, antigen retrieval was performed for 20 min at 98 °C using a microwave processor (MI-77, AZUMAYA, Japan) in 1% immunosaver (Nissin EM, Japan). Sections were blocked and incubated for 2 days at 4 °C with the following primary antibodies: mouse monoclonal antibody against p62 (H00008878-M01, Abnova, Taipei, Taiwan, 1:2000), rabbit polyclonal antibody against KEAP1 (10503-2-AP, Proteintech Group, 1:1000), and/or rabbit polyclonal antibody against CK19 (10712-1-AP, Proteintech Group, 1:1000) followed by Alexa594-Donkey anti-mouse IgG (711-545-152, Jackson ImmunoResearch) and/or Alexa488-Donkey anti-rabbit IgG (715-585-151, Jackson ImmunoResearch). Images of the stained specimens were acquired with a confocal scanning microscope (FV1000, Olympus).

For quantification of HE-stained images, the percentage of areas containing hepatocytes showing hypertrophy and eosinophilic cytoplasm was measured with Image J software (Schindelin et al, 2012). Three different areas per specimen were selected randomly in three to six mice. For CK19-stained images, five areas per specimen were randomly selected in three to six mice, and the percentage of CK19-positive area was measured with Image J software.

### Electron microscopy

Small pieces of livers were excised and fixed by immersing in 0.1 M PB (pH 7.4) containing 2% PFA and 2% glutaraldehyde. They were post-fixed with 1% osmium tetroxide and 1.5% potassium ferrocyanide in distilled water, embedded in Epon812, and sectioned for observation with an electron microscope (JEM-1400EX; JEOL). Other detailed methods were reported previously (Waguri and Komatsu, 2009).

### Quantitative real-time PCR (qRT-PCR)

cDNAs were synthesized with 1 μg of total RNA using FastGene Scriptase Basic cDNA Synthesis (NE-LS62, NIPPON Genetics, Tokyo, Japan). qRT-PCR was performed with TaqMan® Fast Advanced Master Mix (444556, Thermo Fisher Scientific) on a QuantStudio^TM^ 6 Pro (A43180, Thermo Fisher Scientific). Signals were normalized against *Gapdh* (Glyceraldehyde-3-phosphate dehydrogenase). Predesigned TaqMan Gene Expression Assays, including primer sets and TaqMan probes (Gapdh; Mm99999915_g1, Ugdh; Mm00447643_m1, Gclc; Mm00802655_m1, Sqstm1; Mm0000448091_m1, Nqo1; Mm01253561_m1, Pgd; Mm00503037_m1) were purchased from Thermo Fisher Scientific.

### mRNA Sequencing (mRNA-seq)

Total RNA was extracted from the livers of *Atg7*^*flox/flox*^, *Atg7*^*flox/flox*^;Alb-*Cre*, *Atg7*^*flox/flox*^;*p62*^*S351A/S351A*^, *Atg7*^*flox/flox*^;Alb-*Cre;p62*^*S351A/S351A*^, *Atg7*^*flox/flox*^*;p62*^*T352A/T352A*^ and *Atg7*^*flox/flox*^;Alb-*Cre;p62*^*T352A/T352A*^ mice using the TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA). Poly(A) RNA was isolated using the NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs, Ipswich, MA, USA). cDNA libraries were synthesized using the NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB). Sequencing was performed on a NextSeq 500 sequencer (Illumina, San Diego, CA, USA) with 75-bp single-end reads. The sequencing reads were mapped to the mm10 reference genome using the Spliced Transcripts Alignment to a Reference (STAR) Aligner. Gene expression levels were quantified using RNA-seq by Expectation Maximization (RSEM), and differentially expressed genes (DEGs) among the samples were identified using DESeq2 through the RNAseqChef pipeline (Etoh and Nakao, 2023).

### Preparation of mouse livers for mass spectrometry analysis

Sample preparation for proteomics was performed as previously described (Heunis et al, 2020) with minor modifications. Cytoplasmic fractions suspended in equal volumes of 2× SDS buffer (100 mM TEAB, 10% SDS), and then protein concentrations of the samples were determined by the BCA method. Fifty μg of each fraction was used for proteomics sample preparation by suspension trapping (S-Trap), with minor modifications to that recommended by the supplier (ProtiFi, Huntington, NY, USA). Samples were reduced to 10 mM DTT for 15 min at 37 °C, and subsequently alkylated with 10 mM Iodoacetamide for 15 min at room temperature in the dark. Five μl of 12% phosphoric acid was added to each sample after reduction and alkylation, followed by the addition of 330 μl S-Trap binding buffer (90% methanol in 100 mM TEAB pH 7.5). Acidified samples were added, separately, to S-Trap micro-spin columns and centrifuged at 4000 × *g* for 1 min. Each S-Trap miclo-spin column was washed with 150 μl S-Trap binding buffer and centrifuged at 4000 × *g* for 1 min. This process was repeated for three washes. Twenty μl of 50 mM TEAB pH 8.0 containing sequencing-grade Trypsin/LysC mixture (Thermo: 1:10 ratio) was added to each sample, followed by proteolysis for overnight at 37 °C. Peptides were eluted with 50 mM TEAB pH 8.0 and centrifugation at 4000 × *g* for 1 min. Elution steps were repeated using 0.5% TFA and 0.5% TFA in 50% acetonitrile (ACN), respectively. The three eluates from each sample were combined and dried using a speed-vac before storage at −80 °C. Peptides were subsequently reconstituted to 0.1%TFA, 5% ACN, and peptide concentration were calculated by the Quantitative peptide Assay kit (Thermo Fisher Scientific).

### DIA analysis

Each peptide (1.5 μg) was first loaded onto a Vanquish Neo (Thermo Fisher Scientific) connected inline to an Orbitrap Exploris480 (Thermo Fisher Scientific) equipped with a nano electrospray ion source (Thermo Fisher Scientific). Peptides were separated on a C18 analytical column (IonOpticks, Aurora Series Emitter Column, AUR3-25075C18 25 cm × 75 μm, 1.6 μm FSC C18 with a nanoZero fitting) using a 180-min gradient (solvent A, 0.1% FA; and solvent B, 80% ACN/0.1% FA). MS1 data were collected using the Orbitrap (60,000 resolution, 500–860 *m/z*, injection time 100 ms, standard AGC Target). DIA MS2 spectra were collected at *m/z* 500–860 at 30,000 resolution to set an AGC target of 1000% (1 × 10^6^), a maximum injection time of “auto”, and HCD collision energies of 30%. The width of the isolation window was set to 6 Da, and overlapping window patterns at *m/z* 500–860 were used. The data were analyzed using CHIMERYS3.0 intelligent search algorithm (MSAID GmbH) in Thermo Scientific™ Proteome Discoverer™ 3.1. A predicted spectrum library was generated from the mouse fasta database (taxonomy ID = 10090, version 2024-03-27) by INFERYS™ deep learning framework (MSAID GmbH) for all tryptic +1– + 6 peptides between 7 and 30 amino acids in length. The maximum number of missed cleavage sites for trypsin was set to 2. Fixed carbamidomethyl modifications and Oxidation (Met), GlyGly (Lys), and Phosphorylation (Ser, Thr, and Tyr) were selected as variable modifications. Peptide identification was filtered at false discovery rate (FDR)  < 0.01.

### MS data processing and visualization

After processing with a Proteome Discoverer 3.1, the exported data were subjected to GO enrichment tests using DAVID (https://david.ncifcrf.gov/; (Huang da et al, 2009; Sherman et al, 2022). Putative NRF2 target gene are selected by GSEA database (https://www.gsea-msigdb.org/gsea/msigdb/human/geneset/NFE2L2.V2.html). Based on the generated data, the volcano plots and bubble plots were visualized using GraphPad Prism 9 (GraphPad).

### Liver function test

Serum aspartate aminotransferase (AST), alanine aminotransferase (ALT), and alkaline phosphatase (ALP) in the mice were measured by SRL (Tokyo, Japan).

### Artificial intelligence (AI) chatbots

ChatGPT (OpenAI) was used to create an illustration of the mouse livers.

### Statistical analysis

Statistical analyses were performed using the unpaired *t* test (Welch *t* test), Tukey test after one-way ANOVA. GraphPad Prism 9 (GraphPad Software) was used for the statistical analyses. All tests were two-sided, and *P* values of <0.05 were considered statistically significant.

## Supplementary information

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Source data Fig. 7

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Figure EV4 Source Data

Expanded View Figures

## Data Availability

The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE292739. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD061879. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-025-00483-9.

# Supplementary material for: KEAP1 retention in phase-separated p62 bodies drives liver damage under autophagy-deficient conditions
**Source:** EMBO Rep. 2025 May 28;26(13):3384–410. doi: 10.1038/s44319-025-00483-9
**Supplement:** Supplementary file 13 — Expanded View Figures

## Expanded View Figures

### Figure EV1. Accumulation of p62 bodies in *Atg7*-deficient hepatocytes.

(A) Immunofluorescence microscopy. Primary cultured hepatocytes isolated from 5-week-old *Atg7<sup>fllox/fllox</sup>* and *Atg7<sup>fllox/fllox</sup>;Alb-Cre* mice were immunostained with anti-p62 antibody. Scale bars: 10  $\mu$ m. (B) Electron microscopy. Representative electron micrographs of cytoplasmic regions in primary cultured hepatocytes from 5-week-old *Atg7<sup>fllox/fllox</sup>;Alb-Cre* mice. Boxed region is displayed at higher magnification. Typical p62 bodies, along with concentric membranous structures associated with the endoplasmic reticulum (ER), accumulated in *Atg7*-deficient hepatocytes. Arrow indicates the concentric membranous structure, while arrowheads indicate p62 bodies. Scale bars: 5  $\mu$ m; 500 nm. (C) Immunoblot analysis. Wild-type ATG7 or the active-site mutant ATG7<sup>C572S</sup> was introduced into *Atg7*-knockout primary cultured hepatocytes (isolated from 5-week-old *Atg7<sup>fllox/fllox</sup>;Alb-Cre* mice) using an adenoviral system. Cell lysates were collected at the indicated time points after infection and subjected to immunoblot analysis with the specified antibodies. The bar graphs present the quantitative densitometric analysis of p62, Ser351-phosphorylated p62, and KEAP1, normalized to GAPDH ( $n = 3$ ). Data are presented as means  $\pm$  s.e. Statistical analysis was performed using a one-way ANOVA followed by Tukey's test. (D) Immunofluorescence microscopy. Wild-type ATG7 or the active-site mutant ATG7<sup>C572S</sup> was introduced into *Atg7*-knockout primary cultured hepatocytes (isolated from 5-week-old *Atg7<sup>fllox/fllox</sup>;Alb-Cre* mice) using an adenoviral system. Immunostaining was performed at the indicated time points after infection with a p62 antibody. The size and number of p62 bodies per cell were quantified ( $n = 500$  cells). Horizontal bars indicate medians, boxes represent the interquartile range (25th–75th percentiles), and whiskers extend to 1.5 $\times$  the interquartile range; individual outliers are shown as points. Statistical analysis was performed using Welch's *t* test. Scale bars: 10  $\mu$ m (main panels), 1  $\mu$ m (inset panels). Scale bars: 10  $\mu$ m. Source data are available online for this figure.

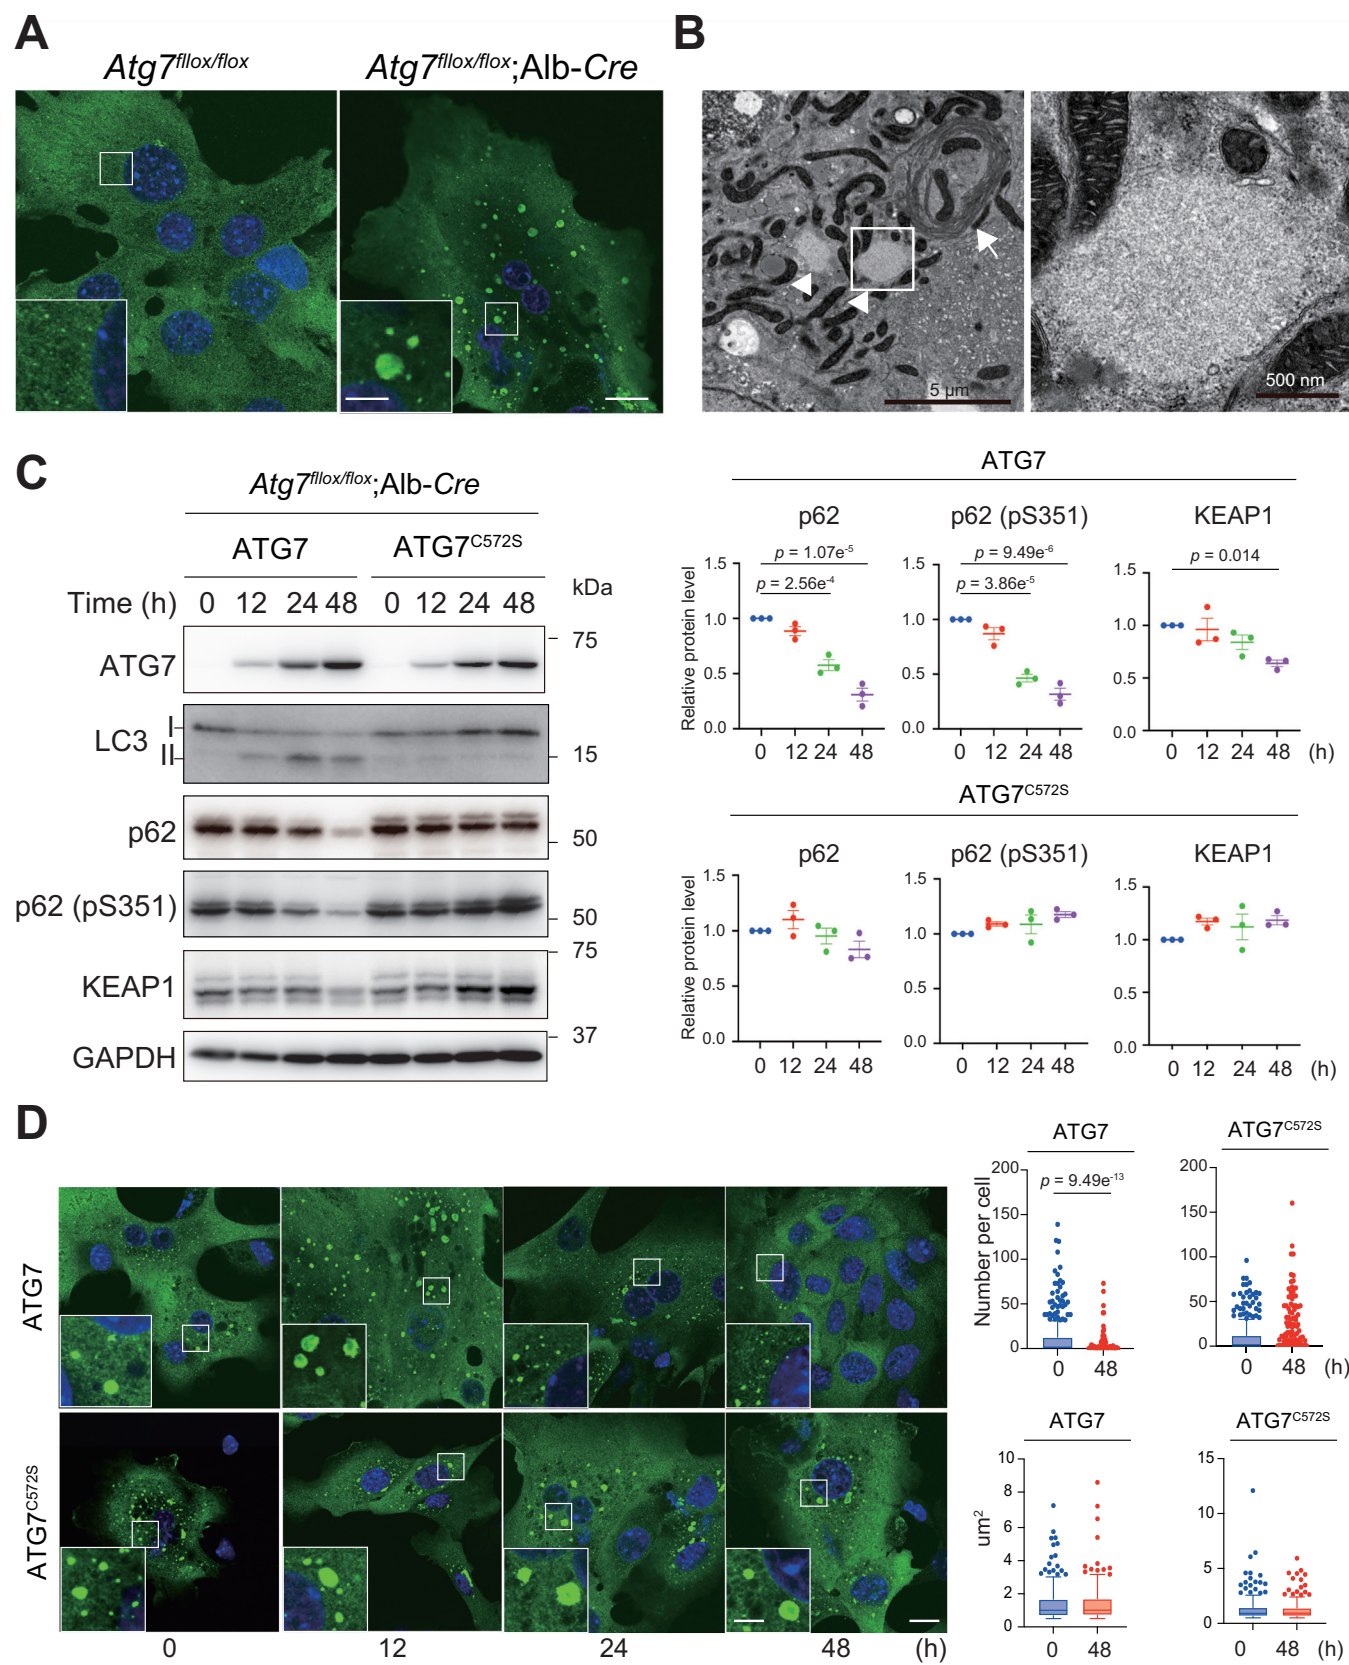

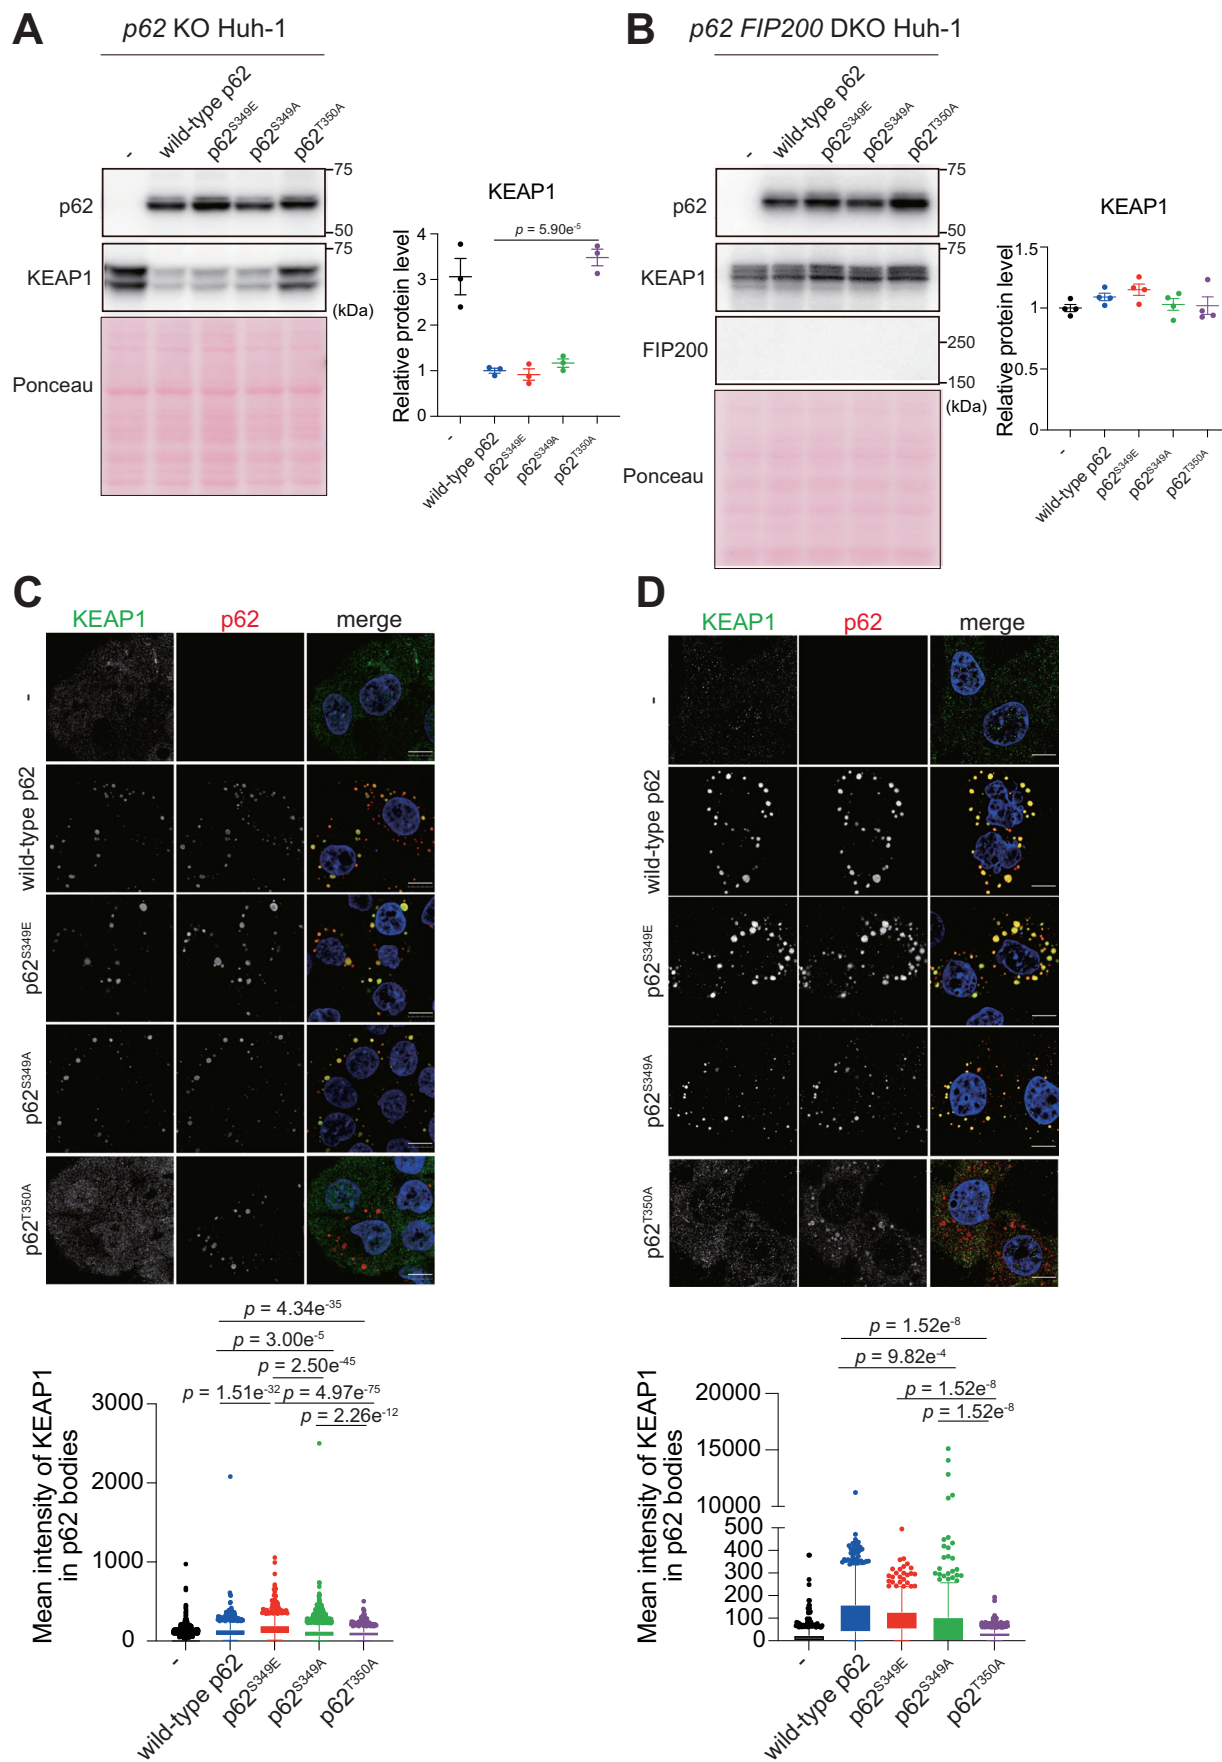

**Figure EV2. KEAP1 protein level in cells expressing p62 mutants.**

(A, B) Immunoblot analysis. Wild-type p62 and indicated p62 mutants were introduced into p62-knockout (A) or p62 and FIP200-double knockout (B) Huh-1 cells, and the cell lysates were subjected to immunoblot analysis with indicated antibodies. Bar graph shows the results of quantitative densitometric analysis of KEAP1 relative to the whole protein content estimated using Ponceau-S staining ( $n = 3$ ). Data are means  $\pm$  s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. (C) Immunofluorescence microscopy. Huh-1 cells indicated in (A) were immunostained with the indicated antibodies. Scale bars, 10  $\mu$ m (main panels). The graph shows the mean intensity of KEAP1 in p62 bodies comprising of wild-type p62 ( $n = 2469$ ), p62<sup>S349E</sup> ( $n = 1057$ ), p62<sup>S349A</sup> ( $n = 2992$ ), or p62<sup>T350A</sup> ( $n = 2033$ ). Data are means  $\pm$  s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. (D) Immunofluorescence microscopy. Huh-1 cells indicated in (B) were immunostained with the indicated antibodies. Scale bars, 10  $\mu$ m (main panels). The graph shows the mean intensity of KEAP1 in p62 bodies comprising of wild-type p62 ( $n = 2892$ ), p62<sup>S349E</sup> ( $n = 2611$ ), p62<sup>S349A</sup> ( $n = 5191$ ), or p62<sup>T350A</sup> ( $n = 3522$ ). Data are means  $\pm$  s.e. Statistical analysis was performed by Tukey test after one-way ANOVA. Source data are available online for this figure.

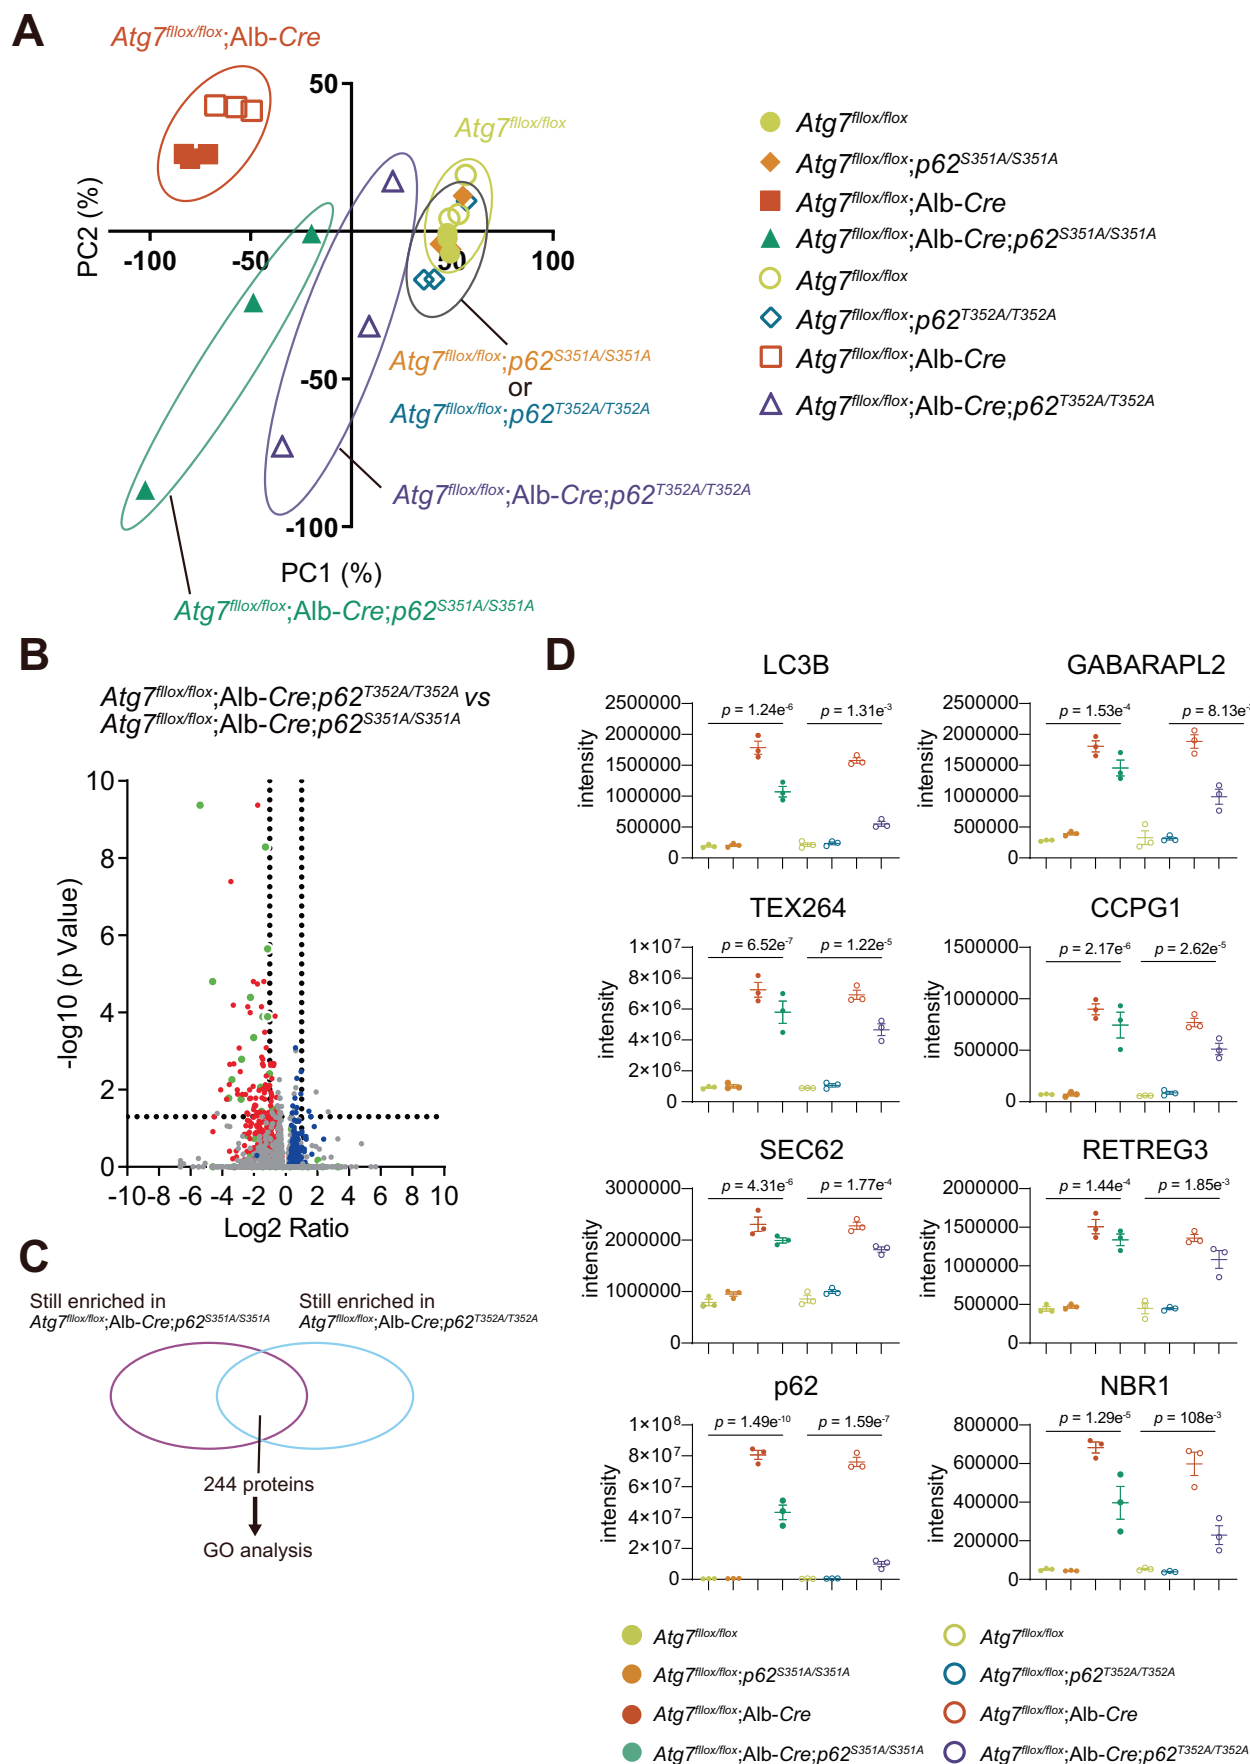

**Figure EV3. Proteomic analysis of hepatocyte-specific *Atg7*-knockout mice with different p62 mutations.**

(A) Principal component analysis (PCA) of mouse liver proteomic data based on triplicate biological replicates. Samples of the same genotype are circled. (B) Proteomic comparison of *Atg7*-KO;p62<sup>S351A</sup> and *Atg7*-KO;p62<sup>T352A</sup>. Proteins accumulated as shown in Fig. 5B are indicated in red, and those with decreased abundance are shown in blue. NRF2 target genes are marked in green. (C) Venn diagram of proteomic data showing proteins that accumulated more than 2-fold in both *Atg7*-KO;p62<sup>S351A</sup> and *Atg7*-KO;p62<sup>T352A</sup> mouse livers compared to controls. Gene Ontology (GO) analysis was performed on 244 proteins common to both genotypes. (D) Label-free quantification of autophagy-related and selective autophagy receptor proteins based on MS intensity. The bar graph shows quantitative intensity of autophagy proteins normalized to the total peptide amount, with unadjusted *P* values from one-way ANOVA for individual proteins (*n* = 3). Data are means ± s.d. Differential protein expressions were assessed using one-way ANOVA, with *P* values adjusted for multiple comparisons using the Benjamini-Hochberg method. Source data are available online for this figure.

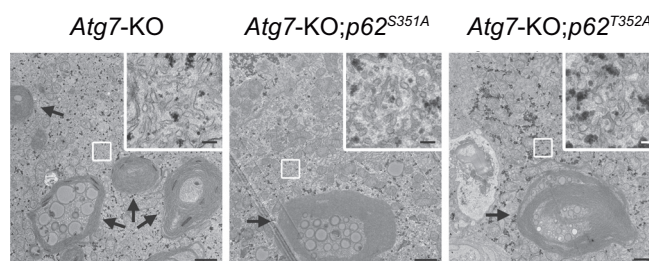

**Figure EV4. Electron micrographs of hepatocytes in hepatocyte-specific *Atg7*-knockout mice with different p62 mutations.**

Electron micrographs of cytoplasmic regions from hepatocytes of the indicated genotypes. Boxed regions are shown at higher magnification in the insets. Concentric membranous structures connected to the endoplasmic reticulum (ER) are present in hepatocytes of all genotypes (arrows). Numerous ER profiles are also visible (insets). Scale bars: 1  $\mu\text{m}$  and 0.2  $\mu\text{m}$  (insets). Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

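Poly(A) RNA of livers was sequenced by the authors from 3 cont., 3 *Atg7*-KO and 3 *Atg7*-KO;*p62* T352A mice at 3 months of age. The deposited table holds RSEM expected counts per gene, which the authors made from 75-bp single-end reads mapped to mm10 with STAR, with 1 column per mouse and no scaling for library size. Versions, annotation and strand setting are not stated in the paper's methods. The values were rounded to whole numbers before any fit. Each column was assigned through the genotype and the mouse number in the sample labels. Labels exist for 3 *p62* T352A mice without a column, and all comparisons with them were left out. The *p62* S351A mice and the proteome were not used here.

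Computations were made in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1 and in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr with the genotype as group, and 13922 were tested. Libraries were scaled by edgeR's TMM method, and the 3 genotypes were fitted in 1 quasi-likelihood model (glmQLFit, glmQLFTest). A gene was called a DEG at a Benjamini-Hochberg FDR under 0.05 and a fold change over 1.5, the thresholds of the paper. DEGs among the 3 genotypes came from an F test over both coefficients and needed a fold change over 1.5 between at least 1 pair of genotypes. Normalized CPM are CPM scaled by TMM, and standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. K-means clustering used 3 groups, 50 starts and a fixed seed on z-scores of normalized CPM. The groups with the lowest and the highest mean z-score in *Atg7*-KO were named those that fell and rose. PCA and distances used log2 CPM with a prior count of 2. Permutation tests enumerated all relabellings and were two-sided. With 3 mice in a group their smallest p is 0.1. Lists of genes were tested with two-sided Fisher's exact tests against the tested genes, with Benjamini-Hochberg adjustment over the 4 list tests, and with limma's camera. Fold changes against a group with at most 3 counts in every mouse were computed against a floor of 3 counts and are lower bounds.

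The genotypes share the mouse numbers 1, 2 and 3, which come from the sample labels. The paper does not describe pairing, so the fit with the mouse number as a replicate block stands beside the fit without it. The pairing was checked by correlating the deviations of mice from their genotype mean. Their mean correlation was 0.223 for the mice numbered 1, -0.0303 for those numbered 2 and 0.247 for those numbered 3.

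Alternatives were DESeq2, DESeq2's size factors in edgeR, upper-quartile normalization, no filter, at least 10 counts in every mouse, the replicate block, the 20 genes with the most counts left out, the 5 sex-linked genes left out, FDR alone, glmTreat and each mouse left out in turn. For PCA and distances they were a prior count of 0.5, the 500 most variable genes and CPM on the linear scale, and for PCA also mice centred with genes as observations. For k-means they were z-scores of log2 CPM and the 2000 DEGs with the largest coefficient of variation. Added after seeing the data were the mice numbered 1 left out of every genotype, offsets for transcript length and GC content (lowess curves with a span of 0.3) with and without the block, and camera with an estimated correlation. For k-means, the 2000 genes with the smallest p of DESeq2's likelihood ratio test and the genes in the source data of Fig. 3E were also added.

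Genes named one by one follow a rule set before the counts were opened. It takes the 14 genes that the paper names for these genotypes, the 3 largest rises and falls among the DEGs of *Atg7*-KO and of *Atg7*-KO;*p62* T352A against cont., the 2 members of each list with the largest rise and fall in *Atg7*-KO, and the 5 sex-linked genes. A largest change needed a mean CPM of at least 1 and no overlap between the mice of both groups. *Retreg3*, one of the 14, is listed as *Fam134c*. Positions are those of the GENCODE annotation (vM21) of GRCm38. Sequence shared between genes was counted as the percentage of a gene's 75-base transcript stretches that occur in a transcript of another gene. The genome sequence was not used here.

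The steps were tested on simulated data with a dispersion of 0.08 and a fold change of 4. Of 200 changed genes, 97% were called in the simulated direction. Of 13566 unchanged genes, 15 were called. The length offset lowered a simulated Spearman correlation with transcript length across genes from 0.566 to 0.0148.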

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

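Most tests in this part were chosen after the result was seen. Those of the sex of the mice and of other splits of the mice were set beforehand. So were the fit with the 20 genes with the most counts left out and the fit with the replicate block alone.

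Between *Atg7*-KO;*p62* T352A and cont. mice, 1613 genes were called, a contrast for which the paper gives no number of genes. They drew attention because the paper discusses the genes of Fig. 3E that returned, whereas 896 of these were not called in *Atg7*-KO. A difference in the sex of the mice was tested with *Xist* and 4 Y-linked genes, and 0 of the 5 separated the groups, where 10% is the share that chance gives for 3 mice against 3. Lists of male-biased and female-biased liver genes moved in the same direction, with medians of -0.79 and -0.53 on the log2 scale. With every library thinned to the smallest total, 1490 genes were called, 1382 of them the same genes. With the 20 genes with the most counts left out there were 1614. The fit with the replicate block called 988 genes, and adding a transcript length offset to it gave 760, adding a GC offset 1030. Of the 1613 genes, 945 were also called with the block, 693 with the block and the length offset and 996 with the length offset alone, so part of these calls was lost with each correction. The log2 fold changes correlated with transcript length across genes (Spearman -0.287). Of 156 genes within 10 Mb of *Sqstm1*, where DNA of another strain would have been carried along with the edited allele, 8.33% were called, against 11.6% elsewhere (two-sided Fisher's exact test, p = 0.256). By the paper's methods the edited cells derived from C57BL/6N and the *Atg7* mice were C57BL/6, so this test had little to detect. It does not cover differences of strain elsewhere in the genome, and these are not excluded. Of the 10 splits of the 6 mice, 4 part all same-numbered pairs as the real one does, and 1 of these 4 splits, the real one, gave as many genes. The other 3 gave 0 genes each at the thresholds, with 439 to 2059 at an unadjusted p under 0.05, against 3920 for the real split. The remaining 6 splits put same-numbered mice in the same group and were not compared. With 4 splits the share cannot fall under 0.05, so the pattern cannot be told apart from an accidental grouping of the mice by this count. *Akr1b3* and *H2-Q8* were counted in every cont. and *Atg7*-KO mouse and in no *Atg7*-KO;*p62* T352A mouse. *Gm11715* was counted in *Atg7*-KO;*p62* T352A mice alone. The design offers a remaining effect of *Atg7* deletion, or an effect of T352A itself, as hypotheses, which cannot be separated without *p62* T352A mice. Other differences between the groups of mice, beyond those tested here, are not excluded.

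Y-linked transcripts were counted in mice that also had high *Xist* counts. Among the 6 mice numbered 2 and 3, *Ddx3y* counts ranged from 9 (*Atg7*-KO mouse 3) to 250 (cont. mouse 2), all above the floor of 3 counts. The mice numbered 1 had 962 to 1190. This drew attention because the paper does not report on sex-linked genes, and its text does not name the sex of the sequenced mice. The same split by mouse number occurred in each genotype, so it does not follow the genotypes. Reads assigned to the wrong library at one rate would give similar *Ddx3y* CPM in these 6 mice, but the highest was 61.6 times the lowest. RNA or reads of the mouse numbered 1 of the same genotype may have entered the other libraries. In cont. mouse 2 the Y-linked genes stood at 0.259 to 0.351 of the way from cont. mouse 3 to cont. mouse 1. The 425 other genes that separate mice 1 and 3 had a median position of 0.221, with 0.289 for the 75 that are higher in mouse 1 and 0.131 for the 350 that are lower. In *Atg7*-KO;*p62* T352A mice the Y-linked genes of mouse 2 stood at 0.0751 to 0.106 and 45 other genes at a median of 0.104, with 0.104 for the 27 higher and -0.0572 for the 18 lower in mouse 1. The last value is not what mixing would give. In *Atg7*-KO mice they stood at 0.0295 to 0.0633, and the 5 other genes that separate mice 1 and 3 had a median of 0.893 (0.103 for the 4 lower in mouse 1), far from the Y-linked genes. The rule of this test was made stricter after its values were seen. The pattern cannot be told apart from this explanation, and no biological explanation was tested.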

How the results depend on the processing

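The alternatives and the rule for named genes were fixed before the data were examined, as were the tests of other splits of the mice, of sex, of macrophage and hepatocyte RNA, of receptor transcripts and of cells that keep *Atg7*. All other tests were chosen after the result was seen. The exceptions among the alternatives are the offsets for transcript length and GC content, the fit without the mice numbered 1, the estimated correlation of camera and the k-means gene choices by likelihood ratio p and by Fig. 3E, all chosen after seeing the data. Fits of all 4 genotypes, *p62* T352A mice as the reference, and the contrasts that need them were not run, since these mice have no column.

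The number of DEGs among the 3 genotypes stayed within 1.5 times its value in all 24 alternatives, from 5655 to 9994. So did the calls of the NRF2 list (35 to 40) and the phagocytosis list (20 to 28) in *Atg7*-KO. The distance ratio stayed between 0.487 and 0.584 in 15 alternatives. For the results that moved, the cause was not tested.

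The share of *Atg7*-KO DEGs still different from cont. in *Atg7*-KO;*p62* T352A mice, 8.01%, was 11.2% with DESeq2, 6.96% without a filter, 5.58% with the replicate block, 2.20% with glmTreat, 6.29% with the length offset, 4.82% with the length offset and block and 5.68% with the GC offset and block. Across the fits that left out mice it was 2.40 to 20.8%. The number of DEGs between *Atg7*-KO;*p62* T352A and cont., 1613, was 988 with the block, 253 with glmTreat, 760 with the length offset and block, 1030 with the GC offset and block and 435 to 3245 across the fits that left out mice. The share of these DEGs that were higher in *Atg7*-KO;*p62* T352A, 53.9%, was 39.9% with glmTreat, 46.4% with DESeq2, 47.2% with its size factors in edgeR, 46.6% with the length offset, 46.7% with the GC offset, 46.3% and 45.0% with these and the block, and 36.4% (without cont. mouse 2) to 57.6% across the fits that left out mice. With glmTreat, 3855 DEGs were called between *Atg7*-KO and cont. and 4718 between *Atg7*-KO;*p62* T352A and *Atg7*-KO. The median recovery was 77.6 to 91.2% across the fits that left out mice. Leaving out cont. mouse 2 moved the median log2 fold change of all genes in *Atg7*-KO to -0.11.

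The k-means group that fell held 3784 genes with z-scores of log2 CPM. With the 2000 DEGs of largest coefficient of variation, the groups that fell and rose and the third held 559, 1313 and 128 genes. With the 2000 genes of smallest likelihood ratio p they held 261, 1289 and 450, and with the genes of Fig. 3E 246, 1282 and 467. Across the fits that left out mice, the group that fell held 1669 to 3554 genes and the third group 1080 to 2777. The first principal component held 74.7% with CPM on the linear scale, 91.2% with mice centred and genes as observations, and 55.9 to 71.2% without single mice. The OXPHOS list, past the threshold with Fisher's exact test in all 24 alternatives of the fit, was not lower than other genes by camera with the correlation between genes estimated (p = 0.281).

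Among single genes, the sign of some changes that were not called depended on the setting. The value of log2 fold change of Gclc, Atg7-KO;p62T352A vs cont. turned from 0.0024 to -0.065 with DESeq2, -0.065 with its size factors in edgeR, -0.032 with upper-quartile normalization, -0.0060 without a filter, -0.043 with the length offset, -0.0083 with the GC offset and -0.024 with the length offset and block. The value of log2 fold change of Keap1, Atg7-KO vs cont. turned from -0.032 to 0.082 with upper-quartile normalization, 0.049 with at least 10 counts in every mouse, 0.039 with the GC offset and 0.044 with the GC offset and block. The value of log2 fold change of Gstp1, Atg7-KO vs cont. turned from -0.41 to 0.11 with the length offset and block and 0.0091 with the GC offset and block. Across the fits that left out mice, log2 fold changes against cont. ranged from -0.31 to 0.37 for *Gclc*, -0.084 to 0.58 for *Ugdh*, -0.052 to 0.47 for *Ccpg1* and -2.39 to 0.13 for *Hamp2* in *Atg7*-KO;*p62* T352A mice. In *Atg7*-KO mice they ranged from -0.83 to 0.40 for *Gstp1*, -0.38 to 0.066 for *Fam134c*, -0.080 to 0.98 for *Ndufs5*, -0.023 to 0.18 for *Tex264* and -0.0042 to 0.51 for *Vav2*. Other values of named genes under the alternatives changed side without changing direction: 34 no longer passed the thresholds and 21 newly passed them, while 1256 kept direction and side.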

Differences from the paper's values

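The source data of Fig. 3E list, as the paper's values, 705 genes in Group 4, 112 in Group 5 and 1182 in Group 6. K-means clustering of all DEGs gave 2160 genes in the group that fell in *Atg7*-KO, 1946 in the third group and 3795 in the group that rose. Of the alternatives set before the data were examined, clustering the 2000 DEGs with the largest coefficient of variation came within 1.5 times all 3 of the paper's sizes, with 559, 128 and 1313 genes, and none of the others did for any of the 3. Of the settings chosen after seeing the values, the 2000 genes with the smallest likelihood ratio p (1289) and the genes of Fig. 3E themselves (1282) came within this range for the group that rose, and not for the other groups. These comparisons concern sizes alone. All 1180 tested genes of Group 6 were in the group that rose. Of Group 5, 102 genes were in the group that rose and 9 in the third group, whose median log2 fold change in *Atg7*-KO against cont. was -1.41, against 0.37 for Group 5. Of Group 4, 505 genes were in the group that fell and 199 in the third. With the largest coefficients of variation, the third group held 13 genes of Group 5 and 20 of Group 4, and the group that fell 99 of Group 4. The third group is therefore no counterpart of Group 5.

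Fig. 3E clusters about 2000 DEGs, read by eye from its labels, as the paper's number, whereas 7901 genes were DEGs among the 3 genotypes. None of the alternatives set before the data were examined closed this gap. The lowest number was 5655, the genes called by glmTreat in any pairwise contrast. DESeq2's likelihood ratio test gave 8422 genes at both thresholds. In a comparison chosen after seeing the values, 1866 of the 1999 genes that the source data of Fig. 3E list were among the 2000 genes with the smallest p of this test, and none of them had a higher value than adjusted p = 2.71e-08.

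The paper's log2 fold change of *Gclc* in *Atg7*-KO;*p62* T352A against cont. livers, from the normalized values of the source data of Fig. 3E, is -0.067, and the value found was 0.0024, of opposite sign. The error of the paper's value, computed from its 3 mice per genotype, is 0.46, so the gap lies inside it and only the sign differs. Of the alternatives set before the data were examined, DESeq2 (-0.065), its size factors in edgeR (-0.065), upper-quartile normalization (-0.032), no filter (-0.0060) and leaving out cont. mouse 2 (-0.18), cont. mouse 3 (-0.22) or *Atg7*-KO;*p62* T352A mouse 1 (-0.31) gave the paper's sign, and the others did not. For log2 fold change of Gclc, Atg7-KO;p62T352A vs cont. and settings chosen after seeing the values, the length offset (-0.043), the GC offset (-0.0083) and the length offset with the replicate block (-0.024) also gave a negative value, while the block alone gave 0.0090.

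The paper states that Group 4 and Group 6 recovered completely with T352A. Of the 704 tested genes of Group 4, 232 were called between *Atg7*-KO;*p62* T352A and cont. mice, with a median log2 fold change of 0.47 for the group. Of these calls, 221 were higher and 11 lower in *Atg7*-KO;*p62* T352A, whereas the group fell in *Atg7*-KO (median -1.38). Most calls of Group 4 thus lay past the cont. level rather than short of it. Of the 1180 of Group 6, 202 were called, 142 higher and 60 lower, with a median of 0.19.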

Other observations

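The tests of shared sequence, of cont. mouse 1, of transcript length, of the choice of genes in Fig. 3E and of *Gapdh* were chosen after the result was seen, and the others were not.

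The DEG counts of *Atg7*-KO against cont. and of *Atg7*-KO;*p62* T352A against *Atg7*-KO were set beside other splits of the same mice. In each contrast 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many DEGs. The other splits gave 0 DEGs at the thresholds, with 32 to 1673 genes at an unadjusted p under 0.05 for the first contrast and 21 to 47 for the next, against 7521 and 8309 for the real splits. The real split always counts, so 1 of 4 is the smallest share possible, and this test could not have excluded an accidental grouping whatever the numbers were. For the F test across 3 genotypes, 1 of 36 splits gave as many DEGs, and the highest of the other 35 gave 6267. Of these, 28 gave none at the thresholds, with unadjusted counts over all 35 from 7 to 7558.

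The rise of the phagocytosis list in *Atg7*-KO livers (median log2 fold change 1.86) may come from a larger share of macrophage RNA. A list of 13 macrophage markers outside it rose by a median of 2.57, and 11 of them were called higher. The rise did not cover *Clec4f* (0.48, adjusted p = 0.128) and *Marco* (-0.46, adjusted p = 0.333), which were not called. The fall of the OXPHOS list (median -0.68) may in the same way reflect a smaller share of hepatocyte RNA, since 15 hepatocyte markers changed by a median of -1.35. These markers did not fall alike. They ranged from -3.33 to -0.39, and 13 were called lower. *Apob* (-0.53, adjusted p = 0.313) and *Hnf4a* (-0.39, adjusted p = 0.131) were not called. A smaller share of hepatocyte RNA alone would lower all of them to a similar degree. Bulk liver RNA does not separate a change within hepatocytes from a change in cell composition. In *Atg7*-KO livers, lists of cholangiocyte, stellate cell and cell cycle genes had medians of 3.78, 1.39 and 3.80. In *Atg7*-KO;*p62* T352A livers their medians against cont. were 1.51, 0.47 and 1.29, and 6 of 16 cell cycle genes were called higher. The endothelial list was mixed in *Atg7*-KO livers, with a median of -0.035, 3 of 10 genes called higher and 2 lower. In *Atg7*-KO;*p62* T352A livers its median was -0.85, and 7 of 10 genes were called lower. With the replicate block, *Stab2* and *Ptprb* were no longer called lower there (adjusted p = 0.0691 for both), while *Cdh5* still was (adjusted p = 0.0289). *Krt19* had 1.43 ± 0.763 normalized CPM (SD, n = 3) in cont., 7.29 ± 0.749 in *Atg7*-KO and 2.81 ± 0.638 in *Atg7*-KO;*p62* T352A mice. In *Atg7*-KO;*p62* T352A livers *Trem2* (3.47, adjusted p = 0.00322) was the member of the phagocytosis list called higher than in cont. and *Vav2* (-2.52, adjusted p = 0.00322) the one called lower.

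The *Atg7* transcript was higher in *Atg7*-KO;*p62* T352A than in *Atg7*-KO livers, by 1.45 on the log2 scale (standard error 0.17, adjusted p = 1.64e-04). A larger share of RNA from non-hepatocyte cells, which keep *Atg7*, would raise their markers, but 46 markers of 4 non-hepatocyte cell types changed by a median of -1.87 between the same genotypes. Hepatocytes in which *Atg7* was not deleted also keep it, and the markers used here do not test for them. By the paper's account (Fig. 2A,B), ATG7 protein was barely found in either genotype.

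The paper reports higher protein levels of the ER-phagy receptors TEX264, CCPG1, SEC62 and RETREG3 in autophagy-deficient livers. Of their 4 transcripts, 0 were called higher in both *Atg7*-KO and *Atg7*-KO;*p62* T352A livers, and 0 were higher in both at an unadjusted p under 0.05. *Sec62* was -0.69 in *Atg7*-KO (standard error 0.18, adjusted p = 0.0120) and 1.38 in *Atg7*-KO;*p62* T352A (standard error 0.18, adjusted p = 0.00568), both against cont. *Tex264* was 0.13 and 0.57 (adjusted p = 0.577 and adjusted p = 0.0686). *Ccpg1*, 86.5% of whose stretches occur in the overlapping *Gm44503*, was 0.40 and 0.11 (adjusted p = 0.156 and adjusted p = 0.788). *Fam134c*, the symbol of *Retreg3* in the table, was -0.21 and -1.05 (adjusted p = 0.552 and adjusted p = 0.0370). This call was made in 12 of 22 alternatives and in 3 of the 9 fits without 1 mouse. It was not made with the replicate block (log2 fold change -1.04, adjusted p = 0.0618, where the alternatives ranged from 0.00481 to 0.132). Higher transcript levels of all 4 receptors were therefore not found.

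The k-means group that fell in *Atg7*-KO stood higher in *Atg7*-KO;*p62* T352A than in cont. livers, with a median log2 fold change of 0.57. Without cont. mouse 1, which PCA sets apart, the median was 0.50 and 755 of the 2160 genes were called higher, but the group was formed from values that include the *Atg7*-KO;*p62* T352A mice, which favours genes high in them, so the role of this library cannot be told. Over all genes called lower in *Atg7*-KO the median recovery was 93.1%. Of the OXPHOS list, 13 genes were called higher in *Atg7*-KO;*p62* T352A than in cont. (two-sided Fisher's exact test, p = 0.00129), with a median of 0.29. Transcript length bias may account for it. The median transcript length was 1135 nt in the list and 3318 nt over tested genes, and with the transcript length offset and the replicate block the median moved to -0.088. In that fit 0 genes of the list were called higher and 10 were higher at an unadjusted p under 0.05. The offset and the block were added together, so the loss of calls cannot be credited to transcript length alone.

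Of the 6 largest changes in *Atg7*-KO;*p62* T352A against cont., reads shared with near-identical copies may account for 1, that of *Gm12669*. This cannot be told apart from a change of *Gm12669* itself. Its log2 fold change, -8.11 with 0.1 CPM added, was -0.16 after adding the counts of *Glrx3*. Of the remaining genes, *H2-Q8* has no transcript in the annotation and its shared sequence was not measured, and the other 4 share no such stretches.

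Completeness of the recovery was compared inside and outside the choice of genes of Fig. 3E. Of 1814 *Atg7*-KO DEGs inside it, 8.88% were still different from cont. in the same direction, against 7.64% of 4266 outside (two-sided Fisher's exact test, p = 0.109). The median recovery was 100.1% inside and 83.8% outside, and 11.3% of the genes inside were called in the opposite direction. The 111 tested genes of Group 5 were all called lower in *Atg7*-KO;*p62* T352A than in cont., with a median of -1.97.

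The log2 ratios of 5 transcripts in *Atg7*-KO against cont. were 4.91 for *Nqo1*, 4.12 for *Pgd*, 3.15 for *Ugdh*, 3.38 for *Gclc* and 1.12 for *Sqstm1* by the paper's qRT-PCR (source data of Fig. 4B). The qRT-PCR ratios differed from the mRNA-seq values by a mean of 0.403 over these and the ratios of *Atg7*-KO;*p62* T352A to *Atg7*-KO. In *Atg7*-KO against cont., their standard errors were 0.27 for *Nqo1*, 0.68 for *Pgd*, 0.87 for *Ugdh*, 0.97 for *Gclc* and 0.18 for *Sqstm1*. A mean difference of this size may therefore be measurement error. Against cont., the ratios in *Atg7*-KO;*p62* T352A mice by qRT-PCR and by mRNA-seq were 1.51 and 0.75 for *Nqo1*, 0.84 and 0.30 for *Pgd*, 1.09 and 0.19 for *Ugdh*, 1.07 and 0.0024 for *Gclc* and 0.64 and 0.49 for *Sqstm1*. By qRT-PCR all 5 thus stood higher above cont. than by mRNA-seq. No error was computed for the qRT-PCR ratios in this contrast, so whether these gaps exceed measurement error cannot be told. *Gapdh*, to which qRT-PCR values were normalized, changed by 0.46 in *Atg7*-KO by mRNA-seq. With the mRNA-seq values divided by *Gapdh* the mean difference rose to 0.613, so normalization to *Gapdh* does not explain the mean difference of 0.403.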
